# Sperm Energy Restriction and Recovery (SER) Alters Epigenetic Marks during the First Cell Cycle of Development in Mice

**DOI:** 10.3390/ijms24010640

**Published:** 2022-12-30

**Authors:** Darya A. Tourzani, Qiangzong Yin, Erica A. Jackson, Oliver J. Rando, Pablo E. Visconti, Maria G. Gervasi

**Keywords:** ART, fertilization, in vitro fertilization, pronuclear formation, histone modifications

## Abstract

The sperm energy restriction and recovery (SER) treatment developed in our laboratory was shown to improve fertilization and blastocyst development following in vitro fertilization (IVF) in mice. Here, we investigated the effects of SER on early embryogenesis. Developmental events observed during the first cell cycle indicated that progression through the pronuclear stages of SER-generated embryos is advanced in comparison with control-generated embryos. These findings prompted further analysis of potential effects of SER on pronuclear chromatin dynamics, focusing on the key H3K4me3 and H3K27ac histone modifications. Nearly all the SER-generated embryos displayed H3K4me3 in the male pronuclei at 12 h post-insemination (HPI), while a subset of the control-generated embryos did not. Additionally, SER-generated embryos displayed a more homogenous intensity of H3K27ac at 8 and 12 HPI compared to control embryos. These changes in histone modifications during the first cell cycle were accompanied by differences in gene expression at the two-cell stage; both of these changes in early embryos could potentially play a role in the improved developmental outcomes of these embryos later in development. Our results indicate that sperm incubation conditions have an impact on early embryo development and can be useful for the improvement of assisted reproductive technology outcomes.

## 1. Introduction

Mammalian embryogenesis starts at fertilization with the fusion of the haploid male and female gametes. The early steps of fertilization include the delivery of the sperm-specific phospholipase C zeta (PLCζ) into the metaphase II-arrested oocyte (egg) [1,2,3], which activates the egg by stimulating an increase of intracellular Ca^2+^ and resumption of meiosis [4]. The egg cytoplasm facilitates decondensation and remodeling of the sperm head, allowing for the exposure of the sperm’s nuclear and cytoplasmic contents within the fertilization cone [5,6]. Once the male and female pronuclei are formed, they migrate towards one another in preparation for pronuclear envelope breakdown (NEBD) and syngamy. The timing of NEBD within the first cell cycle of development correlates with early development success in mice [6]. In addition, the sizes of the pronuclei change while migrating. In mice, the male pronucleus (PN) initially exceeds the female PN in size, but as migration occurs the difference in size decreases until the male PN nearly reaches the female PN size at the moment of NEBD [7,8]. Pronuclear size at the time of NEBD has been related to the success of development to the blastocyst stage and birth of offspring [8].

In the first hours after fertilization, the embryonic genome is silent, relying on stored maternal mRNAs for its function. The destruction of accumulated maternal mRNAs and the zygotic initiation of transcription of its own genetic material is known as the maternal-to-zygotic transition (MZT) [9]. Two waves of zygotic gene expression have been described for a successful MZT: minor and major zygotic gene activation (ZGA) [10,11,12]. In mice, the minor ZGA initiates during the S phase of the one-cell stage and ends at the G1 phase of the two-cell stage, followed by the major ZGA occurring during the late two-cell stage (reviewed in [13]). If transcription is prevented during the minor ZGA, further development of the zygote is compromised leading to the halt of development at the two-cell stage [10]. It is well known that transcription is highly dependent on the chromatin structure [14].

The histone proteins are subject to a wide range of covalent modifications, with histone marks including various methylation, acetylation, phosphorylation, and ubiquitination states playing crucial roles in development [13,15,16]. Although the genetic material of the sperm is greatly compacted due to the replacement of most histones with protamines, covalent modifications can modify both the DNA, and the small subset of retained histones, of the sperm genome. Once fertilization has occurred, chromatin status is key to determine transcription during early development. For instance, acetylation of histone 4 lysines 5 and 16 (H4K5/16ac), and histone 3 lysines 9, 14, 18, and 28 (H3K9/14/18/27ac) are histone modifications found in the male PN that are essential for embryo development [17]. In addition, H3K4me3 (tri-methylation) is found in the male PN and is associated with the 5′ ends of actively transcribed genes [18]. Importantly, chromatin dynamics in the early embryo can be modulated by environmental conditions, as, for example, in vitro culture and manipulation of preimplantation embryos can alter epigenetic marks essential for development [19].

Assisted reproductive technologies (ART) have been widely used for the treatment of human infertility and for production and preservation of domestic, laboratory, and wildlife animal species [20,21]. ART involve in vitro manipulation of gametes and embryos, and their success is directly linked to high-quality embryos with the potential to implant and generate progeny [22]. Thus, embryo quality is the major limiting factor for techniques such as in vitro fertilization (IVF) or intracytoplasmic sperm injection (ICSI). Although these techniques are systematically used in the human clinic, both IVF and ICSI present high rates of failure in couples with either female or male subfertility or infertility factors [23,24]. We have recently developed a new method based on sperm incubation in the absence of external nutrients. In these conditions sperm become immotile, and then sperm motility is rescued by the addition of energy metabolites (e.g., glucose and pyruvate) to the incubation medium. This method, named “Sperm Energy restriction and Recovery (SER)” improves sperm functional parameters [25,26]. In particular, it increases sperm motility, fertilization rates, in vitro development to blastocyst, and the number of pups obtained after embryo transfer in mice [25]. In addition, the application of SER enhanced fertilization in mouse models with a male subfertility and infertile phenotype [25,27]. Our previous results highlighted paternal postfertilization effects; however, just how SER impacts early embryonic development remains poorly understood.

Given the well-recognized importance of the events occurring during the first cell cycle in mammalian development, this work investigated whether SER prior to IVF impacts developmental potential via pronuclear dynamics and epigenetic histone modifications. Here, we report an acceleration of the progression through pronuclear stages in the first cell cycle in SER-generated embryos, which was independent of the timing of sperm penetration and cleavage rates. In addition, SER-generated embryos exhibited altered histone modification levels and changes in gene expression, potentially contributing to the increased percentage of SER-embryos that successfully progressed to blastocyst stage. Together, these results suggest that sperm changes occurring prior to fertilization may synchronize critical epigenetic alterations in the zygote and enhance the MZT and development. Our results unveil new roles of postfertilization events on sperm that may lead to improved clinical ART outcomes.

## 2. Results

### 2.1. Timing of Fertilization and Early Embryo Cleavages Are Similar between SER- and Control-Generated Embryos

SER was previously shown to increase sperm hyperactivated motility and IVF fertilization rates [25]. To determine if the SER-induced increase in fertilization was the result of enhancing the speed of sperm penetration, we coincubated sperm and oocytes for shorter intervals than the standard 4 h in vitro insemination period and evaluated their success of fertilization by visualization of two-cell embryos the following day. Prospective fertilized oocytes were collected from the insemination droplet after 15–30, 60–120, and 180–240 min of coincubation with either control- or SER-treated sperm and incubated overnight in proper conditions. Our results indicated that the SER sperm penetration rate did not differ from the control sperm as the fertilization rates were similar between treatments when sperm–egg coincubation was less than the standard 180–240 min (Figure 1A). Given that fertilization rates were estimated using the percentage of two-cell embryos observed at 18 h post-insemination (HPI), we could not discard the possibility that the increased rate of fertilization in the SER group at 180–240 min resulted from the control-fertilized oocytes being fertilized but failing to cleave to the two-cell stage. To test this possibility, we evaluated the percentage of fused sperm at 4.5 HPI. Consistent with the observed fertilization rates, the rates of sperm–egg fusion were also increased by SER (Figure S1A,B and Supplemental Table S1). These results indicate that the observed differences in fertilization were not due to the control embryos halting development during the first cell cycle. We next evaluated potential differences in the kinetics of early zygotic events such as sperm head decondensation. To accomplish this, we used 3D-confocal analyses of oocytes cocultured with sperm for 3.5, 4.0, and 4.5 HPI. Sperm heads were categorized into four groups: intact sperm head, decondensed sperm head, fertilization cone formation, and initial formation of the male PN. Our analyses revealed no differences between control- and SER-fertilized oocytes with respect to the rate of sperm head decondensation (Figure 1B,C). Altogether, these results indicate that the improvement in fertilization rates is not a simple consequence of the speed of fertilization.

Next, we used time-lapse microscopy to investigate whether SER resulted in changes to the kinetics of embryo progression throughout the preimplantation period (Figure 1D, Videos S1 and S2). These analyses revealed similar cleavage kinetics throughout development of those embryos that successfully develop to blastocyst stage in the control and SER groups (Figure 1E). Nevertheless, further evaluation of the population of embryos at 96 HPI indicated that a significant portion of control-generated embryos halted development at the two- and four-cell stages (Figure 1F and Figure S1C, and supplemental Table S2). These control-generated embryos that failed to progress to blastocyst presented altered cleavage kinetics (Figure S1D). Interestingly, the few SER-generated embryos that failed to progress to blastocyst maintained relatively normal cleavage kinetics before arresting development (Figure S1E). These results suggest that SER treatment is able to coordinate the kinetics of cleavages during early embryo development.

### 2.2. SER-Generated Embryos Are Advanced in Pronuclear Stage Progression

Events occurring within the first cell cycle of development, such as pronuclear migration and syngamy, are key for proper development [6,28]. Therefore, we evaluated the status of the pronuclei during the first hours after insemination. Embryos were collected at 8 and 12 HPI for pronuclear stage classification into five categories according to [17]. Embryonic DNA and cortical actin were stained, imaged by confocal microscopy, and analyzed in three-dimensional (3D) reconstructions to obtain accurate measurements of the distance between male and female pronuclei at each time point for classification into the different pronuclear stages. At both 8 and 12 HPI, the pronuclear stages of SER-generated embryos were significantly advanced compared with control-generated embryos (Figure 2A–C). We next investigated if the accelerated progression though pronuclear staging resulted in changes to the timing of the NEBD. Using time-lapse microscopy, we evaluated the progression of the male and female PN until NEBD, categorizing them into four groups: fast (9.0–14.5 HPI), medium one (15.0–16.0 HPI), medium two (16.5–17.5 HPI), and slow (18.0+ HPI) (Videos S3–S4). The frequency of embryos undergoing NEBD in each group was similar between control- and SER-generated embryos (Figure 2D,E, Table 1). Altogether our results indicate that SER affects pronuclear migration without impacting the timing of NEBD.

### 2.3. SER Results in Differences in Histone Modifications in the Male PN during the First Cell Cycle

In mouse embryos, zygotic transcription initiates during the first cell cycle and increases after the first cleavage at the late two-cell stage. Histone modifications are major regulators of transcription during ZGA. To evaluate potential impacts of sperm SER treatment on early embryogenesis, we investigated the status of histone modification markers related to active transcription at different time points during the minor wave of ZGA. First, we analyzed the levels of H3K4me3 by immunofluorescence, normalized to nuclear DNA content. Consistent with existing reports on control embryos, at 8 HPI, only the female PN displayed H3K4me3 signal in both the control- and SER-generated embryos (Figure 3A). Interestingly, the relative intensity of H3K4me3 signal in the female PN decreased in SER-generated embryos (Figure 3B). At 12 HPI, nearly all the SER-generated embryos presented H3K4me3 signal in both the female and male PN, in contrast to control-generated embryos where a large population of embryos exhibited H3K4me3 only in the female PN (Figure 3C,D). We further analyzed whether the lack of H3K4me3 signal in the male PN of some of the control-generated embryos was merely a consequence of a less advanced pronuclear stage. We found no correlation between lack of signal in the male PN and pronuclear stage as even embryos in the advanced PN stage lacked H3K4me3 signal in the male PN (Figure 3E). At 12 HPI, the relative intensity of H3K4me3 was increased in the male PN of SER embryos (Figure 3F). These results indicate that SER results in a more homogeneous population of embryos regarding chromatin status, and that this is independent of the SER effects on pronuclear stage.

In addition, we investigated whether the SER treatment had an impact on the acetylation of histone 3 lysine 27 (H3K27ac), another marker associated with active gene transcription found early in both female and male PN. We found differences in the relative intensity of H3K27ac, normalized to nuclear DNA content, in both the female and male PN at 8 HPI (Figure 4A,B). Interestingly, at 12 HPI, the relative intensity of H3K27ac significantly decreased in SER-generated embryos compared to control-generated embryos (Figure 4C,D), indicating possible differences in the transcription dynamics between both groups. A closer evaluation of the relative intensity at 12 HPI revealed two subpopulations within the control-generated embryos (high (>2.5) and mid-to-low (<2.5) H3K27ac) while the SER group again exhibited more homogeneous H3K27ac staining (Figure 4C,D). Given the role of these histone marks in transcription, our findings were consistent with SER effects on male pronuclear histone modifications linked to better outcomes in development. These results suggest potential changes in the regulation of the minor ZGA as a result of the SER treatment prior to fertilization.

### 2.4. Differences in Histone Modifications Continued to Be Observed after the First Cleavage

We continued to investigate whether SER effects on histone modifications sustained through the process of the major ZGA by evaluating two-cell embryos at 22 and 32 HPI. The signal for both H3K4me3 and H3K27ac has been well documented to diminish by the end of the major ZGA in mouse embryos [29]. Therefore, we extended our analysis to include quantifying the relative intensity of H3K4me3 by 3D-confocal microscopy at 22 HPI and 32 HPI (Figure 5A,B). Interestingly, SER-generated embryos exhibited an accelerated loss of H3K4me3 signal at 22 HPI, compared with control embryos where similarly low H3K4me3 levels were observed at 32 HPI. When evaluating H3K27ac intensity, we observed a similar trend at 22 HPI, with two subpopulations of control-generated embryos differing in their levels of H3K27ac (Figure 5C,D). Again, our results indicated that the histone modifications’ kinetics were accelerated in the SER-generated embryos in comparison to the control-generated embryos.

### 2.5. SER Treatment Results in Changes to Gene Expression in Late Two-Cell Embryos

The histone modifications results described above are consistent with SER influencing the process of ZGA. Accordingly, we next sought to determine whether SER treatment altered embryo gene expression profiles shortly after ZGA. Single embryo RNA sequencing (RNA-seq) was performed on three independent batches of control- and SER-generated embryos. 

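The deposited data hold 31 single-embryo libraries, 16 from control- and 15 from SER-generated 2-cell embryos, and their labels place collection at 32 h after insemination. SER is a sperm treatment in which energy substrates are withheld and then given back before in vitro fertilization. Libraries were made by the Smart-seq3 protocol, in which reads from the 5′ end of a transcript carry a unique molecular identifier and reads from inside it do not. The authors aligned both kinds of read, removed duplicates, merged the alignments and counted reads per gene, and the deposited values are those whole-number counts for 20544 gene symbols. The paper states that the embryos came from independent batches, and neither the labels nor the count table name the batch of an embryo, so no batch term entered the comparison reported here.
The counts on genes ranged from 532945 to 2085222 per control-generated embryo (median 955806.5) and from 642321 to 3088396 per SER-generated embryo (median 1375557). The geometric mean of the SER-generated embryos was 1.50 times that of the control-generated embryos (2-sided permutation test with 100000 resamples, p = 0.0192). At least 1 count was found for 11688 ± 853 genes (SD, n = 16) in control- and 11815 ± 695 genes (SD, n = 15) in SER-generated embryos. With every library thinned to the smallest total, these numbers were 11131 ± 870 and 10997 ± 684, a difference within the spread between embryos (permutation test, p = 0.639). No gene took more than 6.87% of the counts of an embryo. The leading principal component of the log2 CPM, the counts scaled to equal library totals, of the tested genes held 31.0% of the variance and did not separate the groups (permutation test, p = 0.699). Among the 6 leading components, the groups differed on component 4, with 4.60% of the variance (permutation test, p = 0.00335, Benjamini-Hochberg adjusted p = 0.0201).

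**Figure D1:**
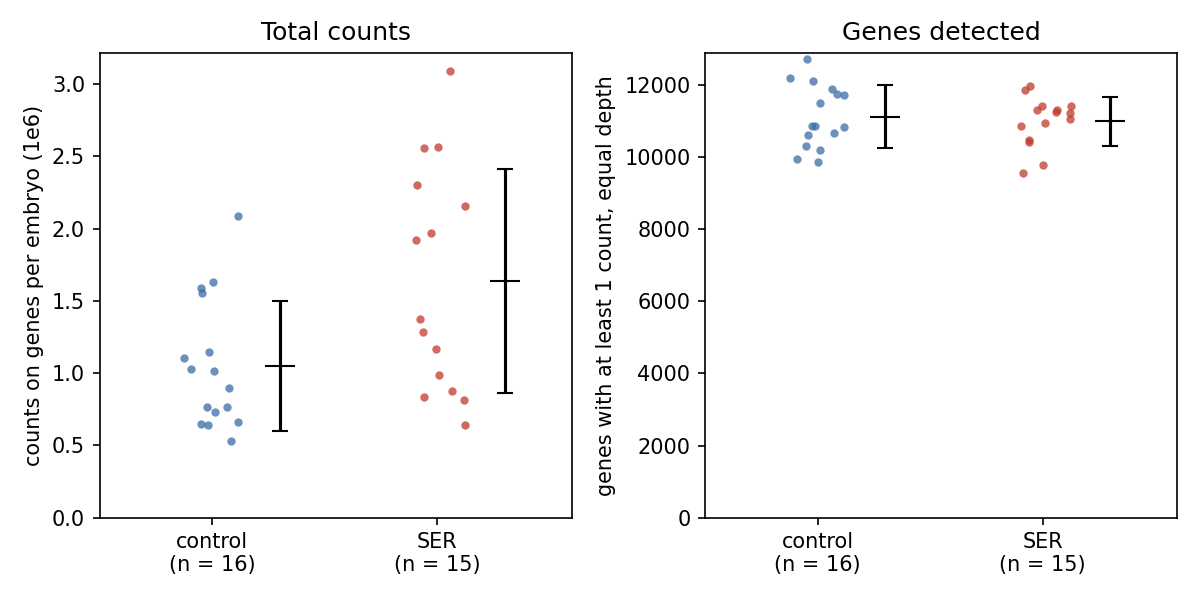
Counts on genes per embryo (left) and genes with at least 1 count after thinning each library to the smallest total (right). Each point is an embryo, and the bars are the mean ± SD of 16 control- and 15 SER-generated embryos. The totals reach 3088396 in the SER group and 2085222 in the control group, while the genes detected at equal depth overlap.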

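Counts of the 16 control- and 15 SER-generated embryos were compared by edgeR's quasi-likelihood test with TMM normalization, over the 8571 genes that passed edgeR's filter on low counts. With Benjamini-Hochberg adjustment, 0 of these genes had an adjusted p under 0.1, the threshold of the paper's methods. An unadjusted p under 0.05 was found for 491 genes, where 429 would be found if p-values were uniform. Genes here vary together between embryos, and over random divisions of the same 31 embryos into groups of 16 and 15 the number was 283 at the median and ran from 44 to 1359. Of the tested genes, 4515 had a higher and 4056 a lower estimate in SER-generated embryos. The smallest adjusted p was 0.178, shared by Ggct, Hypk, Oosp3 and Hpf1, which are named here because of these values. All 4 were lower in SER-generated embryos, with log2 fold changes of -1.30 (SE 0.28) for Ggct, -1.07 (SE 0.24) for Hypk, -1.95 (SE 0.44) for Oosp3 and -1.08 (SE 0.24) for Hpf1.
The number of differentially expressed genes depended on the test. DESeq2 on the same counts, without batch correction, gave 46 genes at an adjusted p under 0.1, of which 8 were higher and 38 lower in SER-generated embryos. The largest number came from limma voom with sample quality weights, which gave 848 genes, 391 higher and 457 lower. ComBat-seq followed by DESeq2, run on 3 groups of embryos estimated from the counts in place of the batches, gave 101 genes, 9 higher and 92 lower. These estimated groups held 10 control- and 10 SER-generated embryos, 5 and 4, and 1 and 1. The smallest held only control replicate 4 and SER replicate 15, which lay apart from the other embryos on the leading principal component.

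**Figure D2:**
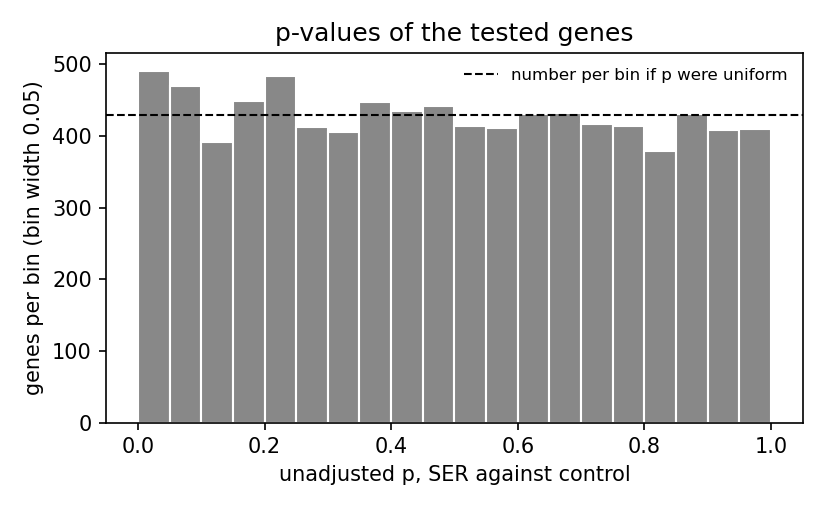
Number of genes by unadjusted p of edgeR's quasi-likelihood test, in bins of width 0.05. The dashed line is the number in each bin if p-values were uniform, 429 genes, and the lowest bin holds 491, against a median of 283 over random divisions of the same embryos.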

After correcting for batch effects, DESeq2 was used to identify 197 differentially expressed genes, as shown in Figure 6A. Data from individual embryos are shown in Figure 6B for several genes of interest to highlight the consistent differences observed between embryo groups. 

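For the 6 genes of Figure 6B, CPM per embryo was computed from the deposited counts and the total of each library. The genes Kdm2b, Piezo2, Arid5b and Lcor had higher and Tfam and Elp4 lower mean CPM in SER-generated embryos. Positions are those of GENCODE vM21 on GRCm38, since the paper's text does not name the build used for counting.
Kdm2b lies on chromosome 5 from 122870665 to 122989823 on the minus strand. Its CPM was 97.5 ± 32.8 (SD, n = 15) in SER- and 55.7 ± 42.4 (SD, n = 16) in control-generated embryos, and 14 of 15 SER-generated embryos lay above the control median (permutation test, p = 0.00448). In this annotation, 627 of its 10869 exon bases overlap Rnf34 on the opposite strand, and the paper does not say whether counting used the strand, so some reads could have been assigned to either gene or to none. Piezo2 lies on chromosome 18 from 63010213 to 63387183 on the minus strand. Its CPM was 23.9 ± 18.4 in SER- and 4.36 ± 13.5 in control-generated embryos (permutation test, p = 0.00251). No count of Piezo2 was found in 7 of 16 control- and 3 of 15 SER-generated embryos. The highest control value, 54.7 CPM in control replicate 14, lay above the highest SER value of 53.3 CPM.
Lcor, on chromosome 19 from 41482637 to 41562261, had the highest level of the 6 genes, with 739 ± 343 CPM in SER- and 453 ± 255 CPM in control-generated embryos (permutation test, p = 0.0134). Arid5b, on chromosome 10 from 68092520 to 68278740, varied more than its group means differed, with 113 ± 92.9 CPM in SER- and 46.6 ± 69.4 CPM in control-generated embryos (permutation test, p = 0.0319). Tfam, on chromosome 10 from 71225464 to 71238280, fell from 9.50 ± 7.16 CPM in control- to 4.36 ± 5.29 CPM in SER-generated embryos (permutation test, p = 0.0266). Elp4, on chromosome 2 from 105701027 to 105904564, had 10.7 ± 8.10 CPM in control- and 5.56 ± 9.92 CPM in SER-generated embryos, a difference within the spread between embryos (permutation test, p = 0.127). Single embryos weigh on some of these means. Without the highest embryo of the group, the control mean was 30.8 CPM for Arid5b, where control replicate 16 had 283 CPM, and 1.00 CPM for Piezo2, and the SER mean was 3.28 CPM for Elp4. After adjustment over these 6 comparisons, 5 of them stayed under 0.05, with adjusted p between 0.0134 and 0.0383, and Elp4 stayed at 0.127. These genes were chosen by the paper on the same embryos, so the adjusted values are not independent evidence. With CPM computed on TMM-scaled library sizes, each of the 6 comparisons kept its direction and its side of 0.05.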

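Gene sets for ubiquitination and for nuclear-encoded mitochondrial proteins were defined from gene symbols before the data were examined, and they are not gene ontology categories. They were tested with limma's camera over all tested genes, with a preset correlation of 0.01 between genes, as set before the data were examined. EdgeR's test gave no differentially expressed genes whose categories could be counted. Across all tested genes, the median log2 fold change was 0.02.
The ubiquitination set had 235 tested genes, of which 134 had a higher estimate in SER-generated embryos, with a median log2 fold change of 0.06 and a mean of 0.06 (camera, p = 0.101). The nuclear-encoded mitochondrial set had 219 tested genes, of which 155 had a lower estimate in SER-generated embryos, with a median log2 fold change of -0.26 and a mean of -0.25 (camera, p = 1.1e-05, adjusted p = 4.0e-05 over the 7 sets tested). The preset correlation treats genes as close to independent. With the correlation estimated from the embryos, 0.0905 for the mitochondrial set, its camera p was 0.0951, and fry, limma's rotation test, gave p = 0.0933, so this difference did not hold under either. The mean log2 CPM of the mitochondrial set per embryo was 5.36 ± 0.36 (SD, n = 15) in SER- and 5.48 ± 0.44 (SD, n = 16) in control-generated embryos, a difference smaller than the spread between embryos.
Where another test gave differentially expressed genes, their share in each set was compared with the background of that test by Fisher's exact test. Of the 8 genes higher by DESeq2, 1 belonged to the ubiquitination set, a share of 12.5% against 2.83% of the background (p = 0.205). Of the 38 genes lower by DESeq2, 4 belonged to the mitochondrial set, a share of 10.5% against 2.73% (p = 0.0193, adjusted p = 0.117 over 48 such tests). After ComBat-seq on the estimated groups, 6 of the 92 lower genes belonged to the mitochondrial set, a share of 6.52% against 2.31% (p = 0.0196, adjusted p = 0.117). With the estimated clusters as a batch term in edgeR, it was 3 of the 19 lower genes, a share of 15.8% against 2.56% (p = 0.0118, adjusted p = 0.0943). DESeq2 with the same term, chosen after seeing the data, gave 13 of the 146 lower genes, a share of 8.90% against 2.52%. There the p was 7.9e-05 and the adjusted p 0.00379, the 1 of the 48 under 0.05. In the other fits the share was not clearly raised. It was 6 of the 363 lower genes without the filter (1.65% against 1.70%) and 0 of 4 with surrogate variables in edgeR. Limma voom gave 15 of 457 (p = 0.287), and DESeq2 with surrogate variables, chosen after seeing the data, 3 of 78 (p = 0.171).

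**Figure D3:**
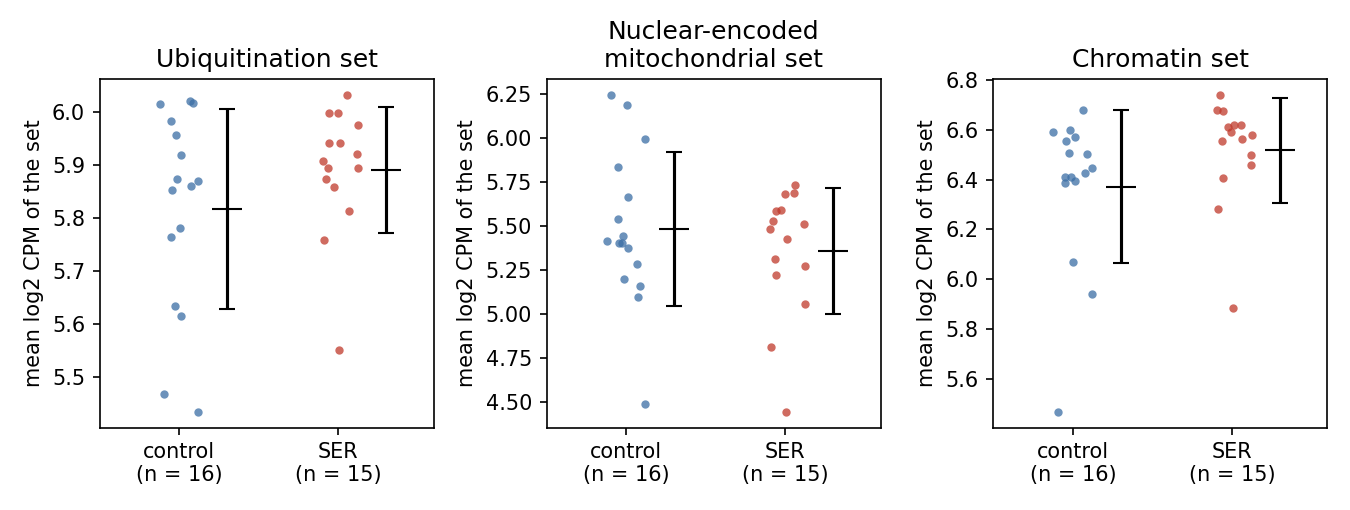
Mean log2 CPM per embryo of the ubiquitination, nuclear-encoded mitochondrial and chromatin sets. Each point is an embryo, and the bars are the mean ± SD of 16 control- and 15 SER-generated embryos. In the mitochondrial set, the SER mean of 5.36 lies within 1 SD of the control mean of 5.48.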

In terms of biological process, differentially expressed genes exhibited relatively little enrichment for significant gene ontology (GO) categories, with upregulated genes enriched for protein ubiquitination, and downregulated genes enriched for various mitochondrial annotations (not shown). However, although not enriched as a class, a number of key genes involved in histone modification and other facets of chromatin organization were among the most significant differentially expressed genes, including not only histone modifying enzymes (Kdm2b, Arid5b, Kat2b, Lcor) but also transcription factors (Nfatc2, Tfam, Zfp3, Stat2) and other chromatin regulators (Rad21). 

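A set of 213 tested genes of histone modification and chromatin organization, defined from gene symbols before the data were examined, had a median log2 fold change of 0.14, and 140 of its genes had a higher estimate in SER-generated embryos. It includes Kdm2b, Arid5b, Lcor and Rad21, which the paper picked from these embryos. The camera test with the preset correlation gave p = 8.9e-04 for a higher level in SER-generated embryos (adjusted p = 0.00208). With the estimated correlation of 0.0697 between its genes the p was 0.149, and fry gave p = 0.210, so the difference did not hold under either. Of the 8 genes higher by DESeq2, 1 belonged to this set (Fisher's exact test, p = 0.198). Of the 5 genes higher by edgeR with the estimated clusters as a batch term, 2 belonged to it, a share of 40.0% against 2.49% of the background (p = 0.00585, adjusted p = 0.0702 over 48 such tests). With fits chosen after seeing the data, it was 5 of the 42 genes higher by DESeq2 with the estimated clusters (p = 0.00252, adjusted p = 0.0605) and 4 of the 43 higher by DESeq2 with surrogate variables (p = 0.00447, adjusted p = 0.0702). The share was not raised without the filter, with 2 of the 141 higher genes (1.42% against 1.46%). Limma voom gave 15 of 391 (p = 0.0932), ComBat-seq with DESeq2 1 of 9 (p = 0.165) and edgeR with surrogate variables 0 of 3.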

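In the comparison of SER- with control-generated embryos, the histone modifying enzymes Kdm2b, Arid5b, Kat2b and Lcor, the transcription factors Zfp3 and Stat2, and Rad21 had higher estimates, while Nfatc2 and Tfam had lower ones. Kat2b, Nfatc2, Tfam, Zfp3, Piezo2 and Elp4 did not pass the filter on low counts, so their values come from a fit of the 17803 genes with at least 1 count. With these values, none of the 11 genes that the paper names in its text and Figure 6B reached an adjusted p under 0.1. The values are from edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes of the fit used for each. In the fit of all 17803 genes, Rad21 had an adjusted p of 0.0989, against 0.403 among the genes kept by the filter. Over random divisions of the same embryos, the fit of all genes called 360 genes at the median and up to 737. An adjusted p under 0.1 from that fit, given below for single genes, is therefore weak evidence. With covariates, that fit was not put to random divisions.
The smallest p among those that passed the filter was that of Rad21, on chromosome 15 from 51962240 to 51991747, which ranked 40 of 8571 genes. Its log2 fold change was 0.64 (SE 0.19, adjusted p = 0.403), from 193 ± 50.2 CPM (SD, n = 16) in control- to 312 ± 108 CPM (SD, n = 15) in SER-generated embryos. Kdm2b, Lcor, Stat2 and Arid5b ranked 142, 183, 236 and 428, with log2 fold changes of 0.74, 0.71, 0.93 and 1.22 and adjusted p between 0.730 and 0.868. Without control replicate 16, the log2 fold change of Arid5b was 1.79 (adjusted p = 0.495). Stat2 lies on chromosome 10 from 128270559 to 128292849.
Nfatc2, on chromosome 2 from 168476410 to 168601657, had a log2 fold change of -2.37 (SE 0.79, adjusted p = 0.126), with no count in 7 of 15 SER- and 2 of 16 control-generated embryos. Without SER replicate 1 the log2 fold change was -3.21 (adjusted p = 0.0785), and without SER replicate 6 it was -2.68 (adjusted p = 0.0876), while over all 31 such fits the adjusted p ran from 0.0785 to 0.189. Kat2b, on chromosome 17 from 53566861 to 53672720, had a log2 fold change of 1.71 (SE 0.71, adjusted p = 0.285). Its mean level was 3.46 CPM in control- and 12.1 CPM in SER-generated embryos. Zfp3, on chromosome 11 from 70764209 to 70772928, rose by 1.34 on the log2 scale (SE 0.77, adjusted p = 0.550), and Tfam fell by 1.14 (SE 0.68, adjusted p = 0.593).
The 11 genes named by the paper, Piezo2 and Elp4 among them, kept their direction with each of the 31 embryos left out in turn. Piezo2 had a log2 fold change of 2.46 (SE 0.79, adjusted p = 0.111), and 1 embryo decided much of it, since without control replicate 14 it was 4.54 (adjusted p = 0.00438, from a range of 0.00438 to 0.159 with each embryo left out). The replicate number as a block in the same test changed its call as well, to a log2 fold change of 3.85 (adjusted p = 0.0181, and 0.0377 with the length trend removed too). Elp4 had a log2 fold change of -0.93 (SE 0.66, adjusted p = 0.658), and 13 of 15 SER-generated embryos lay below its control median. SER replicate 15, with the highest value of 37.4 CPM, lowered this difference, since without it the log2 fold change was -1.65 (adjusted p = 0.228). Adjusted over the list alone, 8 of the 11 genes had a p under 0.1, which is not independent evidence, since the paper chose the list on these embryos. Under limma voom with sample quality weights, Kdm2b (adjusted p = 0.00212), Rad21 (adjusted p = 0.0123), Lcor (adjusted p = 0.0171) and Stat2 (adjusted p = 0.0810) passed the threshold, and under edgeR with the estimated clusters Piezo2 (adjusted p = 0.0392), Kdm2b (adjusted p = 0.0572), Nfatc2 (adjusted p = 0.0894) and Rad21 (adjusted p = 0.0961). Other alternatives gave each of these genes an adjusted p of up to 1.00, or up to 0.274 for Piezo2. DESeq2 with the estimated clusters, chosen after seeing the data, called 6 of the 11, adding Stat2 and Elp4 to those 4. From its own list of differentially expressed genes, the paper states that key genes of histone modification and chromatin organization were among the most significant, although not enriched as a class.

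**Figure D4:**
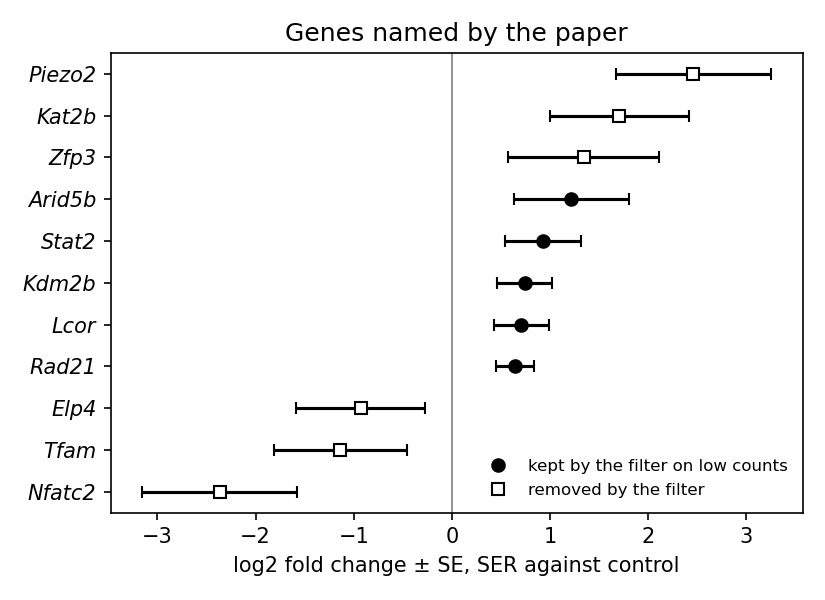
Log2 fold change ± SE of the 11 genes named in the paper's text and Figure 6B in SER- against control-generated embryos. Filled circles are genes kept by the filter on low counts and open squares are genes removed by it. The estimates run from -2.37 for Nfatc2 to 2.46 for Piezo2.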

Altered expression of these genes in embryos derived using SER-treated sperm is, of course, of great future interest for understanding the altered epigenetic dynamics of these embryos.

## 3. Discussion

Mammalian embryo development requires the coordination of several morphological, genetic, and epigenetic processes that ensure the formation of a new organism after fertilization. In recent years, in addition to the well-known delivery of the genetic material (DNA) and release of PLCζ into the metaphase II-arrested oocyte triggering its activation, other sperm contributions to early development have been reported [30,31,32]. Our group has developed the sperm energy restriction and recovery (SER) treatment and shown that sperm incubation conditions during in vitro capacitation are relevant for postfertilization events [25]. We have previously shown that SER increases sperm total motility, hyperactivation, fertilization, and preimplantation embryo development rates after IVF in the mouse model [25]. In addition, SER enhanced the implantation potential of the embryos as it increased the number of pups obtained after nonsurgical embryo transfers in mice when compared to control embryos [25]. Moreover, SER prior to ICSI allowed for increased blastocyst development without the need of chemical activation of the egg in the bovine model [25]. Here we tested if the observed effect on fertilization and early embryo development was the result of accelerated sperm penetration and fusion with concomitant variation in cleavages. Our results indicated that SER does not influence the speed of fertilization nor the timing of sequential cleavages of the embryos that develop to blastocyst stage. However, when evaluating the embryos that halt development, SER-generated embryos maintained the average timing of cleavages while the control-generated embryos were highly variable, suggesting that SER could influence the embryonic cell cycle.

Considering the importance of the pronuclear dynamics during the first cell cycle for further development, we aimed to investigate the extent by which SER impacts processes that occur immediately after fertilization during early embryo development. Events such as sperm head decondensation, pronuclear migration, and NEBD are essential for coordinated syngamy of the female and male haploid genomes to form a new individual. In mammals, syngamy is a process prone to errors, and complete synchrony of the male and female genomes is needed for further development [28]. As the male and female pronuclei migrate towards each other, there is a balance between the speed and timing of syngamy that directly relates to the progression to blastocyst stage [6]. Our results indicate that the migration of the pronuclei in SER-generated embryos is faster than in control-generated embryos. Our data are consistent with reports showing that a delayed pronuclear migration kinetics leads to failure of spindle alignment and impairs development [33]. The importance of the first cell cycle kinetics and the synchronous occurrence of NEBD has been also demonstrated for human development [28]. Nevertheless, SER did not affect the timing of NEBD. Altogether, our results indicate that sperm has an impact in pronuclear migration possibly correlating with the observed improvement of preimplantation development. Interestingly, changes in pronuclear formation and improvement of early embryo development after IVF have been reported to depend on the sperm incubation conditions in pigs [34].

In addition to parental genome synchrony, the molecular mechanisms that drive embryo development past the two- and four-cell stage arrive from successful MZT [35]. The contributions of the paternal side to this process are not well understood. Here we show a high efficiency of SER-generated embryos to reach the blastocyst stage, while in contrast a subpopulation of control-generated embryos arrest at the two- and four-cell stage. This finding suggests that not all the control-generated embryos are able to properly undergo MZT. During progression through pronuclear stages, the male pronuclear chromatin undergoes decondensation through the replacement of protamines with histones [36]. In addition, early events of transcription are initiated during the minor ZGA, in which initiation of transcription does not require enhancer activation [37,38,39]. Transcription at the one-cell stage is greater in the male than in the female PN [11]. It has been proposed that a loosened chromatin structure is key for ZGA [40] and the presence of histone post-translational modifications in the chromatin of zygotic pronuclei can directly affect their gene expression [13,17,41]. Here we analyzed the occurrence of H3K4me3 and H3K27ac, markers of active gene expression [42], before the first cleavage. It has been established that H3K4me3 is present in the female PN throughout the course of pronuclear stages, and it appears in the male PN at stage five [43]. Consistent with this report, our results show that H3K4me3 is present in the female PN in all analyzed stages while in the male PN it appears in later stages (12 HPI). Interestingly, nearly all the male pronuclei in the SER-generated embryos present H3K4me3 at 12 HPI, while only a subset of the control-generated embryos does. By analyzing each stage, we ruled out the possibility that this difference in HK4me3 staining was due to differences in pronuclear stages. These data suggest that SER allows for a more homogeneous population of embryos with the ability to increase H3K4me3 in the male PN in a timely fashion. Previously, it has been shown that promoters activated during the major ZGA are modified by H3K4me3 [29,44] suggesting that these differences in H3K4me3 in the male PN could impact ZGA progression.

The occurrence of H3K27ac also increases during the first cell cycle of development [29]. In agreement with the current literature, our results show that H3K27ac is present in both the male and female pronuclei of the embryos during different pronuclear stages and that the levels of H3K27ac taper as development progresses after the first cleavage. Interestingly, again the SER-generated embryos have a more homogenous population regarding H3K27ac intensity at both 8 and 12 HPI in both pronuclei. The heterogeneity found in the control population correlates with the lower development to blastocyst stage observed. In addition, while H3K4me3 relative intensity is increased in SER-generated embryos in comparison to control-generated embryos at 12 HPI, the opposite is observed for H3K27ac. The reasons behind this contrasting H3K4me3 and H3K27ac dynamics remain elusive. We continued to see decreased intensities of both H3K4me3 and H3K27ac in the control- and SER-generated embryos after the first cleavage. Although the dynamics of H3K27ac differ from one report in pigs [45], our results are consistent with the reported levels of H3K27ac during early mouse embryogenesis [46]. The histone modification H3K27ac has been found in promoters of genes transcribed during the major ZGA [29]. Our results suggest that the histone modifications profile of the SER-generated embryos might be influencing gene expression during MZT.

The major wave of transcription occurs after the first cleavage (reviewed in [13]). Our analysis of gene expression after major ZGA indicated that SER induces changes in embryonic gene activation, with a variety of genes being differentially expressed between control- and SER-generated embryos. Genes related to protein ubiquitination were found among the SER upregulated genes. Interestingly, it has been shown that the ubiquitin-proteasome system plays a pivotal role in MZT as it is involved in the degradation of stored maternal proteins in early mouse embryos [47]. The possible link between SER and the clearance of maternal proteins in early embryo development warrants more investigation. In addition, genes involved in histone modifications and chromatin organization are amongst the most upregulated by SER. This is consistent with our premise of SER influencing the epigenetic landscape of the early embryos and modulating development.

Here we showed that transient sperm starvation prior to IVF affects events that occur during the first cell cycle of murine development with a possible impact on development. The mechanism behind these effects remains largely unknown. We have recently shown that incubation in nutrient-free media elevates sperm intracellular calcium concentrations [26]. In addition, we have also shown that a short exposure to the calcium ionophore A23187, increased fertilization and embryo development rates [48]. Despite these works, the extent by which Ca^2+^ in sperm mediates postfertilization SER effects is yet not known. SER may induce molecular changes in the sperm that impact its epigenetic information. One possibility is that the sperm small noncoding RNAs payload changes during the treatment and is directly impacting on the zygote after fertilization. In support of this hypothesis, sperm microRNAs and tRNA fragments are transferred to the oocyte at the moment of fertilization, and these molecules have a role in early embryo development [49,50]. Another possibility is that SER induces changes in sperm chromatin structure that are relevant for embryogenesis. In support of this hypothesis, it was recently described that mouse sperm chromatin presents open regions with transcription factors that are involved in early development already bound to the DNA [32,51]. Considering these possibilities, elucidating the molecular mechanism of SER on sperm and its link with the observed epigenetic changes during the zygote first cell cycle warrants more investigation. Altogether, our results are consistent with the hypothesis that sperm incubation conditions can alter the epigenetic landscape of early embryos and has the potential to be used for assisted reproductive technologies in the clinical setting and animal production.

## 4. Materials and Methods

### 4.1. Animals

Mouse sperm samples were collected from 12–14-week-old C57BL/6J males (Jackson Laboratory, Farmington, CT, USA). Mouse cumulus–oocyte complexes (COCs) were collected from 8–10-week old super ovulated CD1 females (Charles River Laboratories, Wilmington, MA, USA). For superovulation, females were first injected with 7.5–10 IU of pregnant mare serum gonadotropin [PMSG] (Lee BioSolutions, cat # 493-10, Maryland Heights, MO, USA) followed by 7.5–10 IU of human chorionic gonadotrophin [hCG] (Sigma, cat #CG5, St. Louis, MO, USA) 48 h later. COCs were collected 13 h post-hCG injections. Animal care and use of experimental animals were conducted in accordance with specific guidelines and standards dictated by the Office of Laboratory Animal Welfare (OLAW) and approved by the Institutional Animal Use and Care Committee (IACUC), University of Massachusetts Amherst (Protocol #2019-0008).

### 4.2. Media

The medium used for sperm fertilization assay was Toyoda–Yokoyama–Hosi (IVF-TYH) medium. The control sperm capacitation and IVF used a complete medium (IVF-TYH+/+) consisting of 119.37 NaCl, 4.78 KCl, 1.19 NaH_2_PO_4_, 1.19 MgSO_4_·7 H_2_O, 5.56 glucose, 1.71 CaCl_2_·2 H_2_O, 25.1 mM NaHCO_3_^−^, 0.51 Na-pyruvate, 4 mg/mL bovine serum albumin (BSA, Sigma, cat #A0281, St. Louis, MO, USA), 10 µg/mL gentamicin (Sigma, cat #G1272, St. Louis, MO, USA),and 0.0006% phenol red (Sigma, cat #P3632, St. Louis, MO, USA) at pH 7.4 equilibrated with 5% CO_2_. For the SER treatment starvation step, IVF-TYH −/− was used, which was the complete medium mentioned above without the addition of glucose and Na-pyruvate. The medium used for the oocyte collection was Tyrodes’s lactate-HEPES (TL-HEPES), consisting of 114 mM NaCl, 3.22 mM KCl, 2.04 mM CaCl_2_·2 H_2_O, 0.35 mM NaH_2_PO_4_·2H_2_O, 0.49 mM MgCl_2_·6 H_2_O, 2.02 mM NaHCO_3_^−^, 10 mM Lactic acid (sodium salt), and 10.1 mM HEPES at pH 7.4. The medium used for embryo culture was EmbryoMax KSOM mouse embryo media (Sigma, cat #MR-106-D, St. Louis, MO, USA) pre-equilibrated for 1 h at 37 °C in 5% CO_2_ before embryo culture.

### 4.3. SER Treatment

Mice were euthanized by exposure to carbon dioxide (CO_2_). Then, cauda epididymides were dissected and collected into corresponding IVF-TYH media according to the treatment. One cauda was added to IVF-TYH +/+ (control) and the other was added to IVF-TYH −/− (SER). Sperm were recovered in each condition obtained by the “swim-out” method for 10 min, followed by the removal of the cauda tissue. Following this, SER was performed as previously described in [25]. Briefly, the samples were centrifuged for 5 min at 270× *g* at room temperature. For each treatment, supernatant was removed, and 1 mL of the appropriate medium (either IVF-TYH +/+ or −/−) was added to the sperm pellet followed by an additional centrifugation for 5 min at 150× *g* at room temperature. The supernatants were removed, and 1 mL of the corresponding medium was added to each treatment (IVF-TYH +/+ or −/−). The sperm were incubated at 37 °C in 5% CO_2_ until motility of the sperm incubated in the IVF-TYH −/− was lost (between 15 and 45 min). Upon loss of motility, both control and starved sperm were recovered with the addition of 1 mL of IVF-TYH +/+ media (recovery step in which the IVF-TYH −/− sperm are exposed to nutrients glucose and pyruvate) and centrifuged for 5 min at 150× *g* at room temperature. The supernatants were removed, and each tube was resuspended to 1 mL with IVF-TYH +/+ media. Sperm were immediately used for insemination of cumulus–oocyte complexes (COCs) as detailed in the in vitro fertilization section below.

### 4.4. In Vitro Fertilization (IVF) and Embryo Culture

COCs were collected in TL-HEPES 13 h post hCG injection, then washed with IVF-TYH +/+ prior to allocating them in the insemination droplets. Insemination dishes were prepared prior (4, 90 µL droplets of IVF-TYH +/+ covered in mineral oil (Fisher Scientific, cat #0121, Waltham, MA, USA)) and equilibrated overnight at 37 °C in 5% CO_2_. COCs were added to a single droplet in the insemination dish. After collection and treatment of the sperm as described above, each dish was inseminated with approximately 100,000 sperm of either the control- or SER-treated sperm. Insemination dishes were placed back into the incubator and cocultured for 4 h. At 4 h postinsemination (HPI), oocytes were removed from the insemination droplets and washed through the remaining clean droplets of IVF-TYH +/+. Embryo culture dishes were prepared prior (five 50 µL droplets of KSOM covered in mineral oil) and equilibrated overnight at 37 °C in 5% CO_2_. Oocytes from each treatment group were moved into KSOM dishes for embryo culture. Control- and SER-generated embryos were evaluated and collected at 8, 12, 22, and 32 HPI for staining and immunofluorescence, as detailed below or cultured until 96 HPI for blastocyst evaluation.

### 4.5. Sperm–COCs Coincubation Assay

COCs were collected as previously described and separated into six IVF-TYH +/+ insemination dishes per treatment (control or SER). After collection and treatment of the sperm as described above, each dish was inseminated with approximately 100,000 sperm of either control- or SER-treated sperm. Insemination dishes were placed back into the incubator and cocultured for 15, 30, 60, 120, 180, or 240 min before oocytes were removed and washed through a droplet of hyaluronidase (Sigma, cat #H4272, St. Louis, MO, USA) for 2–5 min to eliminate any sperm bound to the surface of the oocyte. Oocytes were then washed through IVF-TYH +/+ and cultured in the incubator at 37 °C in 5% CO_2_ for 20 h. The following day, fertilization was evaluated by the visualization of two-cell cleavage.

### 4.6. Time-Lapse Imaging

In vitro fertilization was performed as described above. Following the 4 h of coculture, oocytes from each treatment group were removed from the insemination droplet and washed through the remaining clean droplets of IVF-TYH +/+. Time-lapse dishes were prepared prior with 30 µL of KSOM covered in mineral oil and equilibrated overnight at 37 °C in 5% CO_2_. Oocytes from each treatment group were moved into time-lapse dishes and imaged every 30 min for 4 days with individual CytoSMART Lux2 Duo devices (CytoSMART, cat #JAC-1008, Eindhoven, Netherlands) while in the incubator at 37 °C in 5% CO_2_.

### 4.7. Sperm Head Decondensation Assay

COCs were collected as described above and separated into six IVF-TYH +/+ insemination dishes as per the treatment previously prepared. After collection and treatment of the sperm as described above, each dish was inseminated with approximately 100,000 sperm of either control- or SER-treated sperm. Insemination dishes were placed back into the incubator and cocultured for 3 h before oocytes were removed and washed through a droplet of hyaluronidase for 2–5 min to eliminate any sperm bound to the surface of the oocyte. Prospective fertilized oocytes were then washed through IVF-TYH +/+ and cultured in the incubator at 37 °C in 5% CO_2_. To evaluate sperm head decondensation, prospective fertilized oocytes were collected and fixed in 4% paraformaldehyde (PFA, Fisher Scientific, cat #50-980-487, Waltham, MA, USA) for 20 min at RT at three different time points: 3.5, 4.0, and 4.5 HPI. Samples were washed with 0.1% Triton X-100 (Sigma, cat #93443, St. Louis, MO, USA) in filtered PBS then permeabilized with 0.5% Triton X-100 in filtered PBS for 20 min at RT, followed by additional three washes with 0.1% Triton X-100 in filtered PBS. Samples were incubated with 6.6 μM phalloidin (Invitrogen, cat #A22287, Carlsbad, CA, USA) to stain the actin subcortical cytoskeleton under the plasma membrane, and Hoechst 33,342 (Fisher Scientific, cat #H3570, Waltham, MA, USA) to stain DNA. Samples were placed into an 18-well, #1.5 glass bottom chamber slides (IBIDI, cat #81817, Fitchburg, WI, USA) and imaged using a Nikon A1HD (1024) resonant scanning confocal equipped with a sCMOS camera using a 40 X (Plan Fluor, NA 1.3) objective. Images were analyzed in 3D as described below.

### 4.8. Immunofluorescence

Embryos were collected from KSOM culture dishes at 8, 12, 22, or 32 HPI and placed into 4% PFA in filtered PBS for 20 min at room temperature, followed by three washes with 0.1% Triton X-100 in filtered PBS. Samples were then permeabilized with 0.5% Triton X-100 in filtered PBS for 20 min at RT, followed by three washes with 0.1% Triton X-100 in filtered PBS. This was followed by blocking with 10% normal goat serum (Jackson Immunoresearch, cat # 005-000-121, West Grove, PA, USA) in 0.1% Triton X-100 in filtered PBS for one hour at room temperature, before incubation with primary antibody solutions overnight at 4 °C. Embryos were stained with the following antibodies: anti-H3K4me3 [1:100] (Cell Signaling, cat #9751S, Danvers, MA, USA) and anti-H3K27ac [1:100] (ThermoFisher, cat #39034, Waltham, MA, USA). The following day, samples were washed three times with 0.1% Triton X-100 in filtered PBS, before incubation with antirabbit secondary AlexaFluor-488 [1:100] (Invitrogen, cat #A11008, Waltham, MA, USA) supplemented with of 6.6 μM phalloidin and Hoechst 33,342 (Fisher Scientific, cat #H3570, Waltham, MA, USA). Samples were placed into an 18-well, #1.5 glass bottom chamber slides (IBIDI, cat #81817, Fitchburg, WI, USA) and imaged using a Nikon A1HD (1024) resonant scanning confocal equipped with a sCMOS camera using a 40X (Plan Fluor, NA 1.3) objective.

### 4.9. Imaging Analysis

Analysis was performed using the Nikon Elements Analysis 3.1 software. Semiautomated analyses were performed using the General Analysis 3 (GA3) software. The software allows for a series of binary and image processing tools within individual channels to identify individual identification of objects by combing intensity range, separation, smooth, and object binary functions to isolate and identify single nuclei within an embryo. Following identification, the program calculated general parameters such as pronuclear volume and quantification of signal intensity in each specific channel. Immuno-stained intensity data were normalized dividing the intensity of the post-translational histone modification signal over the intensity of the Hoechst 33342. The pronuclear stage was evaluated in 3D-reconstructed images for a more accurate measurement of the relative distance between male and female PN.

### 4.10. Single Embryo RNAseq

Single embryo RNA-seq libraries were generated according to Smart-seq3 protocol with several modifications [52]. Briefly, individual two-cell embryos were collected in a 1x TCL buffer (Qiagen, cat #1070498, Germantown, MDss) containing 1% beta-mercaptoethanol (Sigma, cat #M6250, St. Louis, MO, USA). Total RNA were purified by 2.2x SPRI beads (Beckman B23318) and the beads were resuspended in 6 µL of lysis buffer (0.5 U/µL of recombinant RNase inhibitor (RRI) (Takara, 2313B, Kusatsu, Shiga, Japan), 0.15% Triton X-100, 0.5 mM dNTP (Thermo Fisher Scientific, R0181, Waltham, MA, USA), 1 µM Smart-seq3 oligo-dT primer (5′-biotin-ACGAGCATCAGCAGCATACGA T30VN-3′; IDT), 5% PEG 8000 (Sigma, P2139, St. Louis, MO, USA)). Samples were incubated at 72 °C for 10 min and on ice afterwards. Next, 2 µL of reverse transcription mix (25 mM Tris-HCL, pH 8.3 (Sigma, T6791, St. Louis, MO, USA), 30 mM NaCl (Ambion, AM9759, Austin, TX, USA), 1 mM GTP (Thermo Fisher Scientific, R0461, Waltham, MA, USA), 2.5 mM MgCl2 (Ambion, AM9530G, Austin, TX, USA), 8 mM DTT (Thermo Fisher Scientific R0861, Waltham, MA, USA), 0.5 U/µL RRI (Takara, 2313B, Kusatsu, Shiga, Japan), 2 µM of different Smart-seq3 TSOs (5′-biotin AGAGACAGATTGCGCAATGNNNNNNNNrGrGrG-3′; IDT), and 2 U/µL of Maxima H-minus reverse transcriptase enzyme (Thermo Fisher Scientific, EP0751, Waltham, MA, USA) were added to each sample. Reverse transcription and template switching were carried out at 42 °C for 90 min, then 10 cycles of 50 °C for 2 min, and 42 °C for 2 min, and 85 °C for 5 min. PCR preamplification was performed by adding 12 µL of PCR mix (1x KAPA HiFi master mix, 0.1 µM Smartseq3 forward PCR primer (5′-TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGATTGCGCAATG-3′; IDT) and 0.1 µM Smartseq3 reverse PCR primer (5′-ACGAGCATCAGCAGCA TACGA-3′; IDT)). PCR was conducted as follows: 3 min at 98 °C, 19 cycles of 20 s at 98 °C, 30 s at 65 °C, 6 min at 72 °C, and 5 min at 72 °C. PCR product was purified by 0.8x SPRI beads and eluted in nuclease-free water (Ambion, AM9932, Austin, TX, USA).

Purified cDNA was quality checked by a bioanalyzer and quantified using Qubit 1X dsDNA HS Assay Kit (Thermo Fisher Scientific, Q33231, Waltham, MA, USA). Sequence libraries were prepared using Illumina Nextera XT DNA Library Prep kit (Illumina, FC-131-1096, San Diego, CA, USA). Libraries were sequenced at paired end (45 bp for read 1 and 30 bp for read 2) 30-bp on an Illumina NextSeq500 instrument.

### 4.11. Analysis of Smart-seq3 Sequencing Data

Raw fastq files were separated into 5′ end UMI-containing reads and internal reads based on the 11-bp tag sequence (ATTGCGCAATG). For the 5′ end reads, UMI sequence was extracted by UMI tools [53], followed by transcriptome alignment using STAR [54]. Only unique mapping reads were kept, and PCR duplicates were removed by UMI tools. For the internal reads, read alignment was performed using STAR and deduplication was carried out by Picard [55]. The resulting bam files from the 5′ end and internal reads were merged. Quantification of read counts was performed by using FeatureCounts [55], and batch-effect correction was performed using Combat-seq [56]. Differential expressed genes were identified using DESeq2 [57], using a multiple hypothesis-adjusted *p* value of 0.1.

### 4.12. Statistical Analysis

Data from all studies were analyzed using GraphPad Prism version 9.3.1 (471) for Windows, GraphPad Software, San Diego, CA, USA, www.graphpad.com. Data are expressed as the mean ± S.E.M with individual experimental values represented by dots. Direct paired control- and SER-generated data points were compared by either nonpaired *T*-tests, or nonparametric, or two-way ANOVA when applicable. Specific details of statistical tests performed are detailed in the figure legends of each graph. Data representing PN staging and NEBD were represented as graphs to demonstrate the frequency distribution and Chi-square tests were performed to analyze statistical differences.

## Figures and Tables

**Figure 1:**
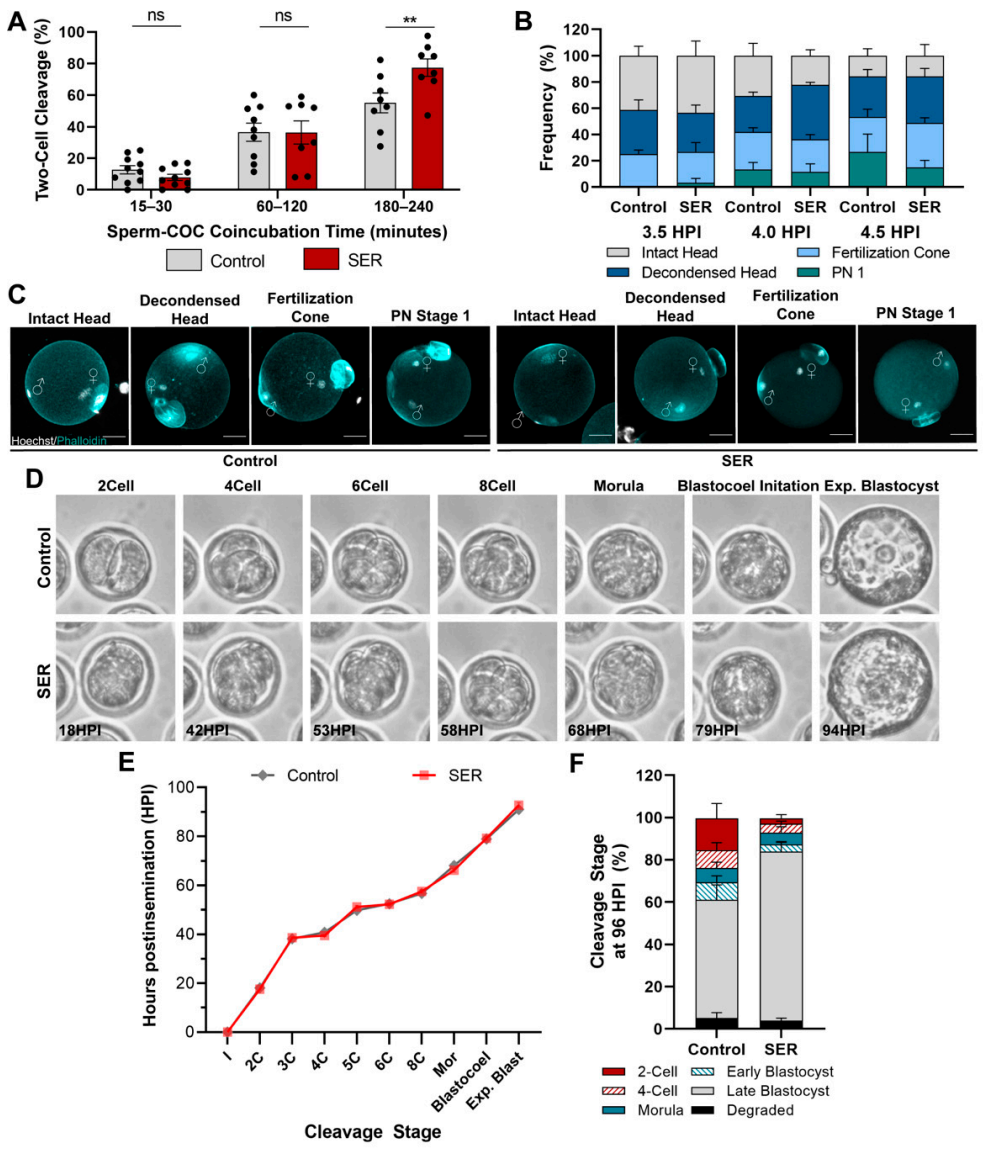
Effects of the SER treatment on early fertilization events. (**A**) Sperm–oocyte penetration time curve assay. Control- and SER-treated sperm were co-incubated with cumulus–oocyte complexes (COCs) for 15–30, 60–120, or 180–240 min before removal and evaluation of fertilization 24 h post-insemination (HPI). N = 6 independent experiments, 20–30 oocytes per time point per condition. Data are mean ± s.e.m. ^ns^ *p* > 0.05, ** *p* < 0.001 (Mixed Model Analysis, Tukey’s). (**B**) Sperm head decondensation comparison at 3.5, 4.0, and 4.5 HPI by 3D-confocal analysis. Analysis categories: intact sperm head, sperm head decondensed, formation of the fertilization cone, and initial formation of pronucleus stage 1 (PN 1). N = 4 independent experiments, 20–30 fertilized embryos per time point per condition. Data are mean ± s.e.m. ^ns^ *p* > 0.05 (Two-way ANOVA). (**C**) Representative confocal microscopy images of control- and SER-fertilized oocytes in each sperm head decondensation category. Cortical actin cytoskeleton (Phalloidin) and DNA (Hoechst) are shown in cyan and grey, respectively. Scale bar: 20 μm. (**D**) Representative time-lapse microscopy images of control- and SER-generated embryos. (**E**) Quantification of time-lapse microscopy analysis of control- and SER-generated embryos. I = insemination, Mor = Morula. N = 4 independent experiments, 10–15 embryos per experiment per condition. Data are mean ± s.e.m. ^ns^ *p* > 0.05 (unpaired *T*-test with Welch’s correction). (**F**) Quantification of control- and SER-generated embryos at 96 HPI. N = 11, control: 247, SER: 352.

**Figure 2:**
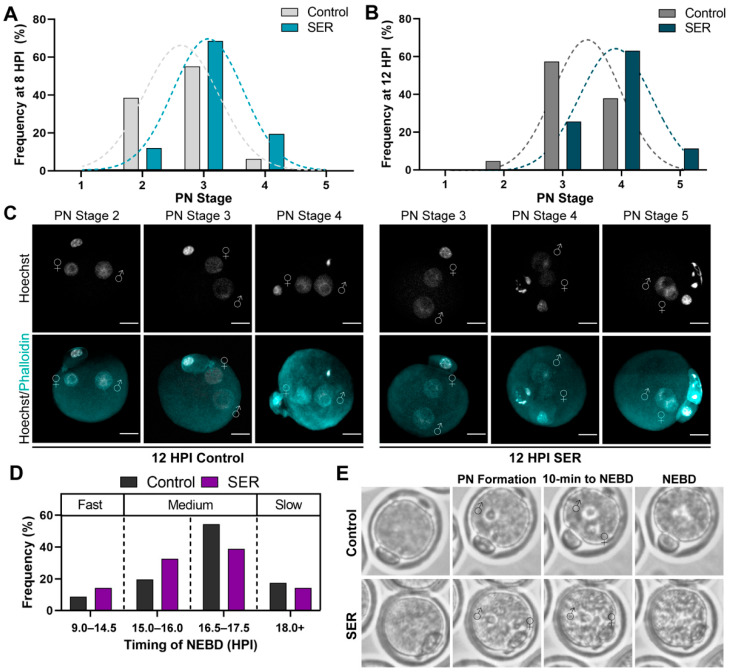
Effects of SER on pronuclear staging and pronuclear envelope breakdown (NEBD). (**A**) Frequency of 8 HPI control- and SER-generated PN stage (1–5) from 3D-confocal analyses. N = 9 independent experiments; number of embryos: control = 145, SER = 133. Chi-square: *p* < 0.0001. (**B**) Frequency of 12 HPI control- and SER-generated PN stage (1–5) from 3D-confocal analyses. N = 10 independent experiments; number of embryos: control = 129, SER = 133. Chi-square: *p* < 0.0001. (**C**) Representative confocal microscopy images of 12 HPI control- and SER-generated embryos. Cortical actin cytoskeleton (Phalloidin) and DNA (Hoechst) are shown in cyan and grey, respectively. Male PN:♂; female PN:♀; and scale bar: 20 μm. (**D**) Quantification of NEBD timing comparison from time-lapse analyses. Analysis categories: fast (9.0–14.5 HPI), medium I (15.0–16.0 HPI), medium II (16.5–17.5 HPI) and slow (18.0+ HPI). N = 4 independent experiments, 10–15 embryos per experiment per condition. (**E**) Representative control- and SER-generated time-lapse images of events leading to NEBD. Male PN:♂, and female PN:♀.

**Figure 3:**
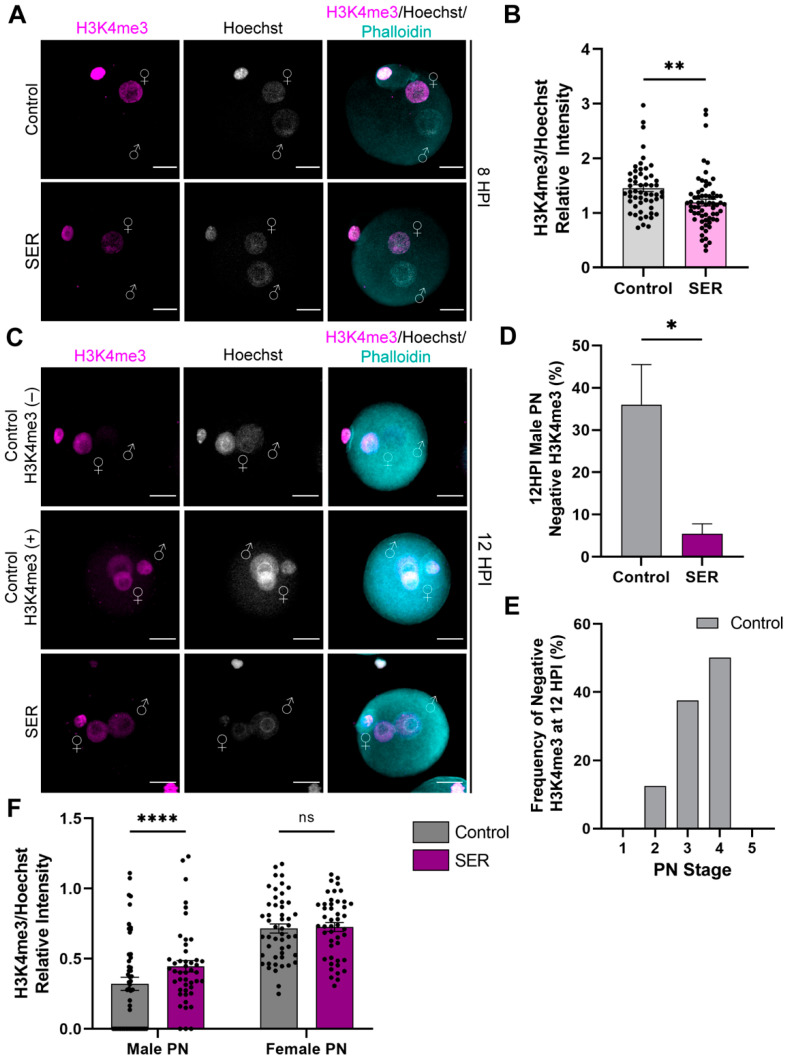
Post-translational histone modification H3K4me3 during pronuclear progression. (**A**) Representative confocal microscopy images of control- and SER-generated embryos at 8 HPI stained for H3K4me3 (magenta). Cortical actin cytoskeleton (Phalloidin) and DNA (Hoechst) are shown in cyan and grey, respectively. Male PN:♂; female PN:♀; and scale bar: 20 μm. (**B**) Quantification of H3K4me3/Hoechst relative intensity of female PN at 8 HPI. N = 5 independent experiments; number of embryos: control = 54, SER = 64. Data are mean ± s.e.m. ** *p* < 0.01 (unpaired *T*-test). (**C**) Representative confocal microscopy images of control- and SER-generated embryos at 12 HPI stained for H3K4me3 (magenta). Control-generated embryos are additionally shown as male PN with H3K4me3 (+) or without H3K4me3 (−) signal. Cortical actin cytoskeleton (Phalloidin) and DNA (Hoechst) are shown in cyan and grey, respectively. Male PN:♂; female PN:♀; and scale bar: 20 μm. (**D**) Quantification of male PN without H3K4me3 signal (negative H3K4me3). N = 6 independent experiments; number of embryos: control = 26 (negative)/65 total, SER: 6 (negative)/81 total. Data are mean ± s.e.m. * *p* < 0.05 (nonparametric test, Mann–Whitney test). (**E**) Frequency of control-generated embryos at each pronuclear stage without H3K4me3 (−) signal in the male PN at 12 HPI. N = 6 independent experiments; 26 embryos. (**F**) Quantification of H3K4me3/Hoechst relative intensity of male and female PN at 12 HPI. N = 5 independent experiments; number of embryos: control = 51, SER = 47. Data are mean ± s.e.m. ^ns^ *p* > 0.05, **** *p* < 0.0001 (unpaired *T*-test).

**Figure 4:**
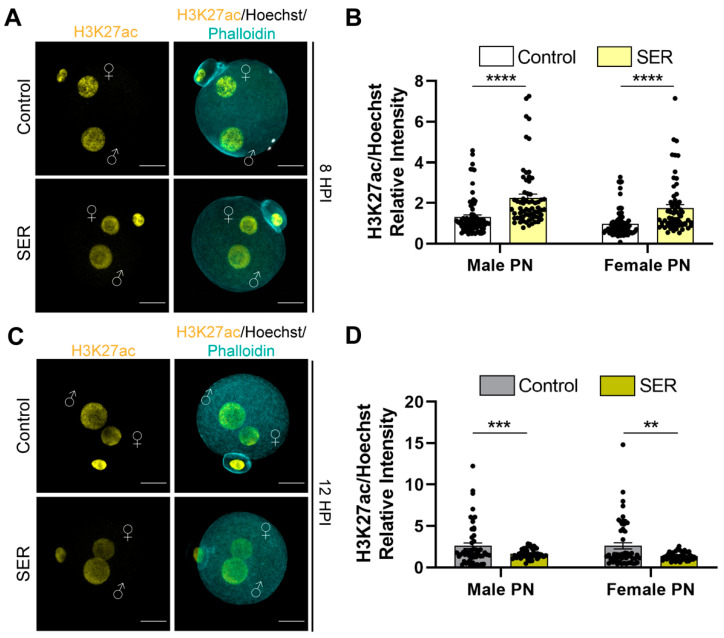
Post-translational histone modification H3K27ac during PN progression. (**A**) Representative confocal microscopy images of control- and SER-generated embryos stained for H3K27ac (yellow) at 8 HPI. Cortical actin cytoskeleton (Phalloidin) and DNA (Hoechst) are shown in cyan and grey, respectively. Male PN:♂; female PN:♀; and scale bar: 20 μm. (**B**) Quantification of H3K27ac/Hoechst relative intensity of male and female PN at 8 HPI. N = 4 independent experiments; number of embryos: control = 75, SER = 64. Data are mean ± s.e.m. **** *p* < 0.0001 (unpaired *T*-test). (**C**) Representative confocal microscopy images of control- and SER-generated embryos stained for H3K27ac (yellow) at 12 HPI. Cortical actin cytoskeleton (Phalloidin) and DNA (Hoechst) are shown in cyan and grey, respectively. Male PN:♂; female PN:♀; and scale bar: 20 μm. (**D**) Quantification of H3K27ac/Hoechst relative intensity of male and female PN at 12 HPI. N = 4 independent experiments; number of embryos: control = 56, SER = 43. Data are mean ± s.e.m. ** *p* < 0.01, *** *p* < 0.001 (unpaired *T*-test).

**Figure 5:**
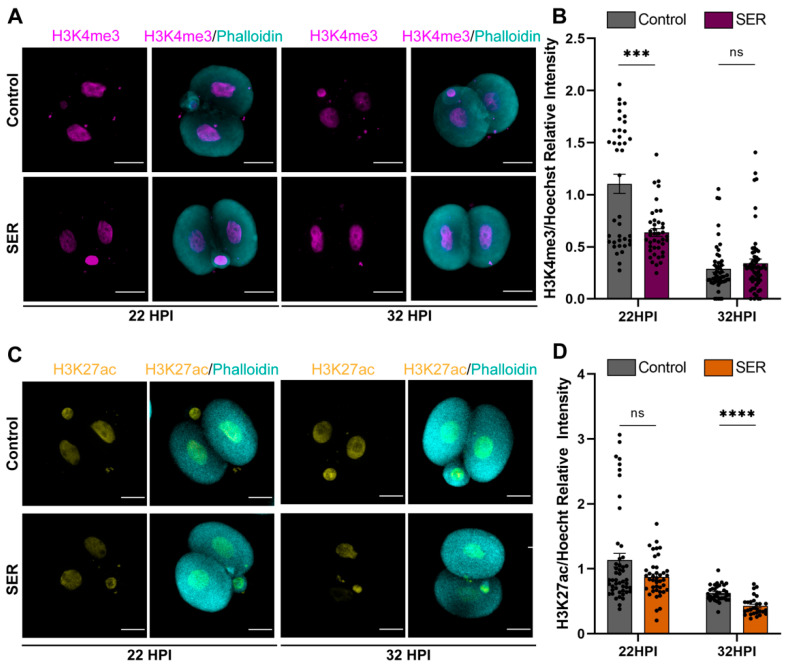
Post-translational histone modifications H3K4me3 and H3K27ac during the timing of ZGA. (**A**) Representative confocal microscopy images of H3K4me3 (magenta) stained control- and SER-generated embryos at 22 and 32 HPI. Cortical actin cytoskeleton (Phalloidin) is shown in cyan. Male PN:♂; female PN:♀; and scale bar: 20 μm. (**B**) Quantification of H3K4me3/Hoechst relative intensity of control- and SER-generated embryos at 22 and 32 HPI. N = 5 independent experiments, 15–20 embryos per time point per condition. Data are mean ± s.e.m. ^ns^ *p* > 0.05, *** *p* < 0.001 (unpaired *T*-test). (**C**) Representative confocal microscopy images H3K27ac (yellow) stained control- and SER-generated embryos at 22 and 32 HPI. Cortical actin cytoskeleton (Phalloidin) is shown in cyan. Male PN:♂; female PN:♀; and scale bar: 20 μm. (**D**) Quantification of H3K27ac/Hoechst relative intensity of control- and SER-generated embryos at 22 and 32 HPI. N = 4 independent experiments, 15–20 embryos per time point per condition. Data are mean ± s.e.m. ^ns^ *p* > 0.05, **** *p* < 0.0001 (unpaired *T*-test).

**Figure 6:**
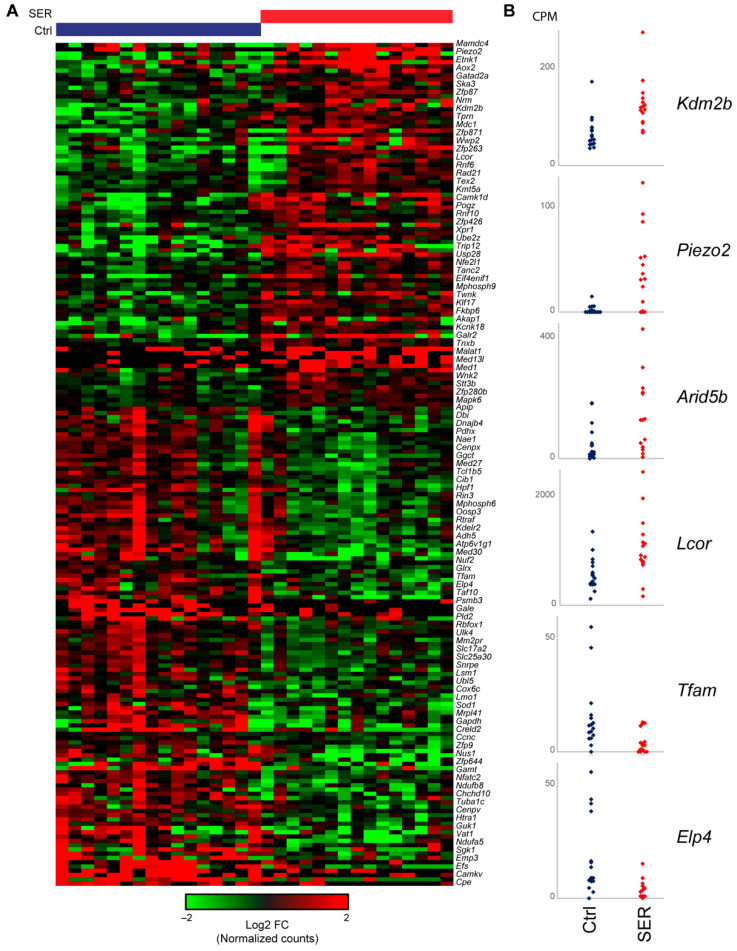
SER treatment impacts gene expression in two-cell stage embryos. (**A**) Heatmap showing differentially expressed genes between control- and SER-generated two-cell embryos. Log2 fold change of expression was calculated for each DEG for all 16 control (blue) and 15 SER (red) two-cell embryos relative to the gene’s median expression across the dataset (all values expressed as log2FC(embryo+10)/(median+10) to suppress expression changes at poorly expressed genes). (**B**) Data for individual two-cell embryos are shown for representative up- or down-regulated genes in SER-generated embryos in comparison to control-generated embryos (Ctrl).

**Table 1:** Timing of nuclear envelope breakdown (NEBD) using time-lapse microscopy. Time-lapse analysis of control- and SER-generated embryos was performed and the timing of NEBD was categorized into four categories: fast (9.0–14.5 HPI), medium type I (15.0–16.0 HPI), medium type II (16.5–17.5 HPI) and slow (18.0+ HPI). Quantification of individual embryo numbers within each category. N = 4 independent experiments.

	Frequency of Embryos (%)			
	Timing of NEBD			
	9.0–14.5 HPI	15.0–16.0 HPI	16.5–17.5 HPI	18.0+ HPI
Control	3/37 (8.1)	8/37 (21.6)	18/37 (48.6)	8/37 (21.6)
SER	5/43 (11.6)	17/43 (39.5)	16/43 (37.2)	5/43 (11.6)

## Data Availability

The accession number for the sequencing data reported in the paper is GEO: GSE221741.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24010640/s1.

# Supplementary material for: Sperm Energy Restriction and Recovery (SER) Alters Epigenetic Marks during the First Cell Cycle of Development in Mice
**Source:** Int J Mol Sci. 2022 Dec 30;24(1):640. doi: 10.3390/ijms24010640
**Supplement:** Supplementary file 1

| Experiment # | Control     |             |             | SER         |             |             |
|--------------|-------------|-------------|-------------|-------------|-------------|-------------|
|              | Total       | Fertilized  | %           | Total       | Fertilized  | %           |
| 1            | 29          | 6           | 20.7        | 31          | 29          | 93.5        |
| 2            | 37          | 0           | 0.0         | 60          | 53          | 88.3        |
| 3            | 90          | 27          | 30.0        | 92          | 74          | 80.4        |
| 4            | 16          | 5           | 31.3        | 17          | 12          | 70.6        |
| 5            | 73          | 29          | 39.7        | 88          | 65          | 73.9        |
| 6            | 65          | 19          | 29.2        | 59          | 40          | 67.8        |
| 7            | 29          | 8           | 27.6        | 29          | 20          | 69.0        |
| 8            | 44          | 25          | 56.8        | 59          | 44          | 74.6        |
| 9            | 69          | 25          | 36.2        | 80          | 39          | 48.8        |
| 10           | 63          | 15          | 23.8        | 80          | 31          | 38.8        |
| 11           | 88          | 34          | 38.6        | 70          | 52          | 74.3        |
| 12           | 91          | 47          | 51.6        | 130         | 70          | 53.8        |
| 13           | 106         | 39          | 36.8        | 85          | 38          | 44.7        |
| 14           | 83          | 45          | 54.2        | 73          | 39          | 53.4        |
| 15           | 77          | 52          | 67.5        | 74          | 49          | 66.2        |
| 16           | 133         | 79          | 59.4        | 117         | 99          | 84.6        |
| 17           | 183         | 81          | 44.3        | 172         | 106         | 61.6        |
| 18           | 98          | 38          | 38.8        | 95          | 67          | 70.5        |
| 19           | 95          | 36          | 37.9        | 74          | 50          | 67.6        |
| 20           | 62          | 29          | 46.8        | 70          | 44          | 62.9        |
| 21           | 200         | 124         | 62.0        | 182         | 139         | 76.4        |
| 22           | 101         | 72          | 71.3        | 95          | 84          | 88.4        |
| 23           | 54          | 24          | 44.4        | 91          | 44          | 48.4        |
| 24           | 33          | 7           | 21.2        | 80          | 54          | 67.5        |
| 25           | 85          | 25          | 29.4        | 107         | 66          | 61.7        |
| 26           | 63          | 16          | 25.4        | 17          | 10          | 58.8        |
| 27           | 85          | 30          | 35.3        | 105         | 44          | 41.9        |
| 28           | 124         | 86          | 69.4        | 136         | 106         | 77.9        |
| 29           | 72          | 34          | 47.2        | 63          | 42          | 66.7        |
| 30           | 105         | 59          | 56.2        | 85          | 59          | 69.4        |
| 31           | 77          | 20          | 26.0        | 66          | 41          | 62.1        |
| 32           | 88          | 57          | 64.8        | 71          | 60          | 84.5        |
| 33           | 104         | 48          | 46.2        | 92          | 70          | 76.1        |
| 34           | 130         | 44          | 33.8        | 153         | 93          | 60.8        |
| 35           | 174         | 72          | 41.4        | 133         | 83          | 62.4        |
| <b>Total</b> | <b>3026</b> | <b>1357</b> | <b>41.3</b> | <b>3031</b> | <b>2016</b> | <b>67.1</b> |

Supplemental Table S1 Fertilization rates after IVF. Fertilization was evaluated by visualization of 2-cell embryos 18 HPI with control- or SER-treated sperm. Numbers of total and fertilized eggs in each experiment are displayed.

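Each experiment of this table gives the eggs inseminated with control- and with SER-treated sperm and the number that became 2-cell embryos, and the fertilization rate is their ratio in percent. Over the 35 experiments listed, 1357 of 3026 eggs were fertilized with control-treated and 2016 of 3031 with SER-treated sperm, pooled rates of 44.8% and 66.5%. The paper's averages are means of the rates per experiment, which give each experiment the same weight. Computed from the listed rates, these means were 41.3% ± 16.0 (SD, n = 35) for control and 67.1% ± 13.4 (SD, n = 35) for SER. The rate was higher with SER-treated sperm in 33 of 35 experiments, by 25.8 ± 19.3 percentage points (SD, n = 35). A 2-sided permutation test that flips the sign of the difference within experiments gave p = 1e-05, the smallest value that 100000 resamples can give.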

| Control Embryos at 96 HPI |                    |                  |                  |                  |                  |                    |                  |
|---------------------------|--------------------|------------------|------------------|------------------|------------------|--------------------|------------------|
| Experiment #              | 2-Cell             | 4-Cell           | 8-Cell           | Morula           | Early Blastocyst | Late Blastocyst    | Degraded         |
| 1                         | 80.0               | 0.0              | 0.0              | 0.0              | 0.0              | 20.0               | 0.0              |
| 2                         | 29.4               | 14.7             | 0.0              | 2.9              | 2.9              | 50.0               | 0.0              |
| 3                         | 0.0                | 33.3             | 0.0              | 0.0              | 0.0              | 66.7               | 0.0              |
| 4                         | 0.0                | 0.0              | 0.0              | 11.8             | 23.5             | 64.7               | 0.0              |
| 5                         | 8.3                | 0.0              | 4.2              | 8.3              | 29.2             | 45.8               | 4.2              |
| 6                         | 10.7               | 14.3             | 0.0              | 28.6             | 10.7             | 25.0               | 10.7             |
| 7                         | 0.0                | 4.2              | 0.0              | 0.0              | 0.0              | 66.7               | 29.2             |
| 8                         | 0.0                | 4.0              | 0.0              | 0.0              | 4.0              | 84.0               | 8.0              |
| 9                         | 8.0                | 0.0              | 0.0              | 0.0              | 0.0              | 88.0               | 4.0              |
| 10                        | 17.6               | 23.5             | 0.0              | 17.6             | 11.8             | 29.4               | 0.0              |
| 11                        | 10.0               | 0.0              | 0.0              | 5.0              | 10.0             | 75.0               | 0.0              |
| Average (SEM)             | 14.9 ( $\pm$ 21.8) | 8.5 ( $\pm$ 9.1) | 8.5 ( $\pm$ 9.1) | 6.8 ( $\pm$ 3.2) | 8.4 ( $\pm$ 6.6) | 55.9 ( $\pm$ 12.4) | 5.1 ( $\pm$ 0.0) |

| SER Embryos at 96 HPI |                  |                  |                  |                  |                  |                   |                  |
|-----------------------|------------------|------------------|------------------|------------------|------------------|-------------------|------------------|
| Experiment #          | 2-Cell           | 4-Cell           | 8-Cell           | Morula           | Early Blastocyst | Late Blastocyst   | Degraded         |
| 1                     | 0.0              | 0.0              | 0.0              | 13.8             | 6.9              | 72.4              | 6.9              |
| 2                     | 0.0              | 4.1              | 0.0              | 2.7              | 6.8              | 79.7              | 6.8              |
| 3                     | 0.0              | 9.5              | 0.0              | 4.8              | 0.0              | 81.0              | 4.8              |
| 4                     | 4.0              | 8.0              | 0.0              | 4.0              | 0.0              | 84.0              | 0.0              |
| 5                     | 6.1              | 0.0              | 0.0              | 0.0              | 12.1             | 81.8              | 0.0              |
| 6                     | 0.0              | 12.5             | 0.0              | 6.3              | 6.3              | 68.8              | 6.3              |
| 7                     | 0.0              | 4.0              | 0.0              | 0.0              | 0.0              | 96.0              | 0.0              |
| 8                     | 0.0              | 0.0              | 0.0              | 0.0              | 0.0              | 97.0              | 3.0              |
| 9                     | 0.0              | 3.8              | 0.0              | 0.0              | 0.0              | 92.3              | 3.8              |
| 10                    | 18.5             | 3.7              | 3.7              | 29.6             | 0.0              | 44.4              | 0.0              |
| 11                    | 0.0              | 0.0              | 0.0              | 0.0              | 5.9              | 82.4              | 11.8             |
| Average (SEM)         | 2.6 ( $\pm$ 1.2) | 4.1 ( $\pm$ 2.5) | 0.3 ( $\pm$ 0.0) | 5.6 ( $\pm$ 2.9) | 3.4 ( $\pm$ 2.3) | 80.0 ( $\pm$ 2.8) | 3.9 ( $\pm$ 1.9) |

Supplemental Table S2 Stage of embryonic arrest at 96 HPI. Control- and SER-generated embryos were cultured in vitro after IVF. Embryonic arrest was evaluated after 96 HPI and broken down into 7 categories: 2-cell, 4-cell, morula, early blastocyst, late blastocyst, and degraded. Percentages for each independent experiment is shown.

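The percentages divide the embryos of an experiment by the stage at which they stood at 96 h after insemination, and the table also has a column for the 8-cell stage, which its legend does not name. Computed from the 11 experiments listed per group, late blastocysts made up 80.0% ± 14.7 (SD, n = 11) of SER- and 55.9% ± 23.6 (SD, n = 11) of control-generated embryos (2-sided permutation test, p = 0.00994, adjusted p = 0.0199 over 2 stages tested). Embryos at the 2-cell stage made up 2.60% ± 5.67 of SER- and 14.9% ± 23.4 of control-generated embryos, with p = 0.0522 by the same test, which takes the experiments as unpaired. The experiments are numbered 1 to 11 in both groups, and the paper's methods give 1 cauda of a male to each treatment and call the control- and SER-generated data points paired, while naming nonpaired tests for them. With equal numbers taken as pairs, a test added after seeing the data, the difference at the 2-cell stage had p = 0.0469 over all 2048 sign flips within experiments (adjusted p = 0.0469), so its side of 0.05 depends on the pairing. The share at the 2-cell stage was lower with SER-treated sperm in 6 of the 11 pairs, higher in 2 and equal in 3. For late blastocysts, higher with SER-treated sperm in 11 of 11 such pairs, the p was 9.8e-04, the smallest that these flips can give (adjusted p = 0.00195). A control experiment with 80.0% of its embryos at the 2-cell stage accounts for much of that spread. At the 8-cell stage the means were 0.38% in control- and 0.34% in SER-generated embryos, and 1 experiment of each group had any embryo there.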

How the deposited data were processed for this re-analysis (not part of the article)

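RNA was sequenced from single 2-cell mouse embryos made by in vitro fertilization with control- or SER-treated sperm, 16 control- and 15 SER-generated embryos, each a library of its own. The authors separated the 5′ reads with a molecular identifier from the internal reads, aligned both with STAR, removed duplicates with UMI-tools and Picard, merged the alignments and counted reads per gene with FeatureCounts. The deposited table holds these whole-number counts for 20544 gene symbols and 31 embryos, without normalization. The paper's text does not name the genome build, the annotation, the strand setting or the versions of these tools. It names ComBat-seq and DESeq2 at an adjusted p of 0.1 for the comparison, and the deposited table is described as raw, so it was taken as the table before ComBat-seq. The embryos came from independent batches, which neither the labels nor the columns of the table name for each embryo, so the authors' batch correction could not be repeated.

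From the deposited counts, SER- and control-generated embryos were compared by edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization, no covariates and Benjamini-Hochberg adjustment, and an adjusted p under 0.1 counted as differentially expressed. The 8571 genes kept by filterByExpr, with a minimum count of 10 and a minimum total count of 15, were tested. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. The genes named in the text are those that the paper names in its RNA-seq results and Figure 6B, 11 in all, and up to 5 higher and 5 lower genes past the threshold, of which there were none. For the 6 of the 11 genes that the filter removed, the fit of all 17803 genes with at least 1 count was used. CPM was computed from each library's total count, and the groups were compared by 2-sided permutation tests with 100000 resamples. Log2 CPM, used for the principal components, the set means per embryo and the spread between embryos, was computed on TMM-scaled library sizes. Counts of a library are limited by its depth of 532945 to 3088396. Internal reads carry no molecular identifier, so counting error is a lower bound on the error of each value.

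Gene sets were written as lists or patterns of gene symbols before the data were examined, for ubiquitination, nuclear-encoded mitochondrial proteins, chromatin, oocyte transcripts, zygotic activation, mitochondrially encoded genes, ribosomal proteins, proteasome subunits, cumulus cells, sperm and the Y chromosome. They come from general knowledge of gene families and are not a published ontology. A list of macrophage genes was added after the data had been seen. Sets with at least 10 tested genes were tested by camera with a preset correlation of 0.01, by camera with the correlation estimated, and by fry (limma 3.58.1) on voom values. Exon lengths and positions came from GENCODE vM21 on GRCm38, in which 20325 of the 20544 symbols were found, 20013 by symbol and 312 by an older symbol, and 219 were not found.

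The alternatives were DESeq2's size factors and TMM with singleton pairing, no filter and a stricter filter of at least 10 counts in at least 15 embryos, DESeq2 1.42.0, limma voom with sample quality weights, robust dispersion, 5 surrogate variables (sva 3.50.0), 3 clusters of embryos estimated from the 1000 most variable genes after removing the group means, ComBat-seq on these clusters followed by DESeq2, the library size or the number of detected genes as a covariate, counts thinned to the smallest library, the replicate number as a block, a lowess trend of each embryo's values on exon length removed with a span of 0.3, both of the last together, an adjusted p under 0.05, and leaving out each embryo in turn. The estimated clusters and surrogate variables are not the authors' batches.

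Same-numbered control- and SER-generated embryos were checked for pairing, and no embryo was left out. Among pairs of libraries of a group none were identical. The comparison of SER- with control-generated embryos was tested on simulated data drawn from the means and library sizes of the embryos, with 200 genes changed by known factors. edgeR's test on 8301 genes called 110 of the 200, 82% of those changed 4-fold and 28% of those changed 2-fold, with 4 unchanged genes called. In the simulation each gene varied independently between embryos, without batches, and only genes kept by the filter were changed. The real genes vary together, so these numbers may not hold for the real data. The same 31 embryos were also divided at random into groups of 16 and 15, with 100 divisions including the real one for edgeR, for edgeR with the estimated clusters and for limma voom, 60 for edgeR without the filter and with surrogate variables, and 30 for each fit with DESeq2. The supplementary tables were read as printed, and means were computed over their experiments.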

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

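The test without the most abundant genes was chosen after the result was seen. Libraries of SER-generated embryos held more counts than those of control-generated embryos. The ratio of the geometric means was 1.50, with 16 control- and 15 SER-generated embryos (2-sided permutation test, p = 0.0192), and the paper does not report library totals. The excess was not spread over more genes. With each library thinned to the smallest total, 10997 genes were detected in SER- and 11131 in control-generated embryos (permutation test, p = 0.639), which gives no evidence for more kinds of RNA in SER-generated embryos but does not measure the amount of RNA. The number of sequenced reads per library was not used here, so deeper sequencing and more RNA per embryo cannot be told apart. A few abundant genes as the source of the difference are argued against, since without the 10 genes with the highest mean CPM the ratio of the totals was 1.51 (permutation test, p = 0.0211), and without the 100 highest it was 1.54 (p = 0.0184). The ribosomal transcript Rn45s took 2.68% ± 2.41 (SD, n = 15) of the counts in SER- and 1.74% ± 0.97 (SD, n = 16) in control-generated embryos (permutation test, p = 0.163). With the library size as a covariate, 0 genes were differentially expressed by edgeR's test, with 492 at an unadjusted p under 0.05, and with the counts thinned to the smallest library there were also 0, with 449 at an unadjusted p under 0.05. A difference in RNA content between the groups stays open and was not tested further.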

How the results depend on the processing

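The alternatives below were set before the data were examined, except DESeq2 with the estimated clusters, DESeq2 with surrogate variables, the permutation of set means per embryo and the sign flips within experiments of Supplemental Table S2, which were chosen after seeing the data. The columns of the count table name no batch, so ComBat-seq on named batches was not run.

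The number of differentially expressed genes was 0 by edgeR's quasi-likelihood test, with 491 genes at an unadjusted p under 0.05. It stayed at 0 with either other scaling (DESeq2's size factors or TMM with singleton pairing), the stricter filter, robust dispersion, the library size or the number of detected genes as a covariate, thinned counts, the length trend removed, and an adjusted p under 0.05, and with each of the 31 embryos left out in turn. These counts cover genes kept by a filter on low counts, so named genes below it, such as Nfatc2 and Piezo2, are not among them. With an embryo left out, 389 to 794 genes had an unadjusted p under 0.05. The 794 came without SER replicate 15, and the next highest number was 591, without control replicate 2. It was 504 without the filter on low counts (141 higher, 363 lower), 46 with DESeq2, 848 with limma voom and sample quality weights, 7 with surrogate variables (3 higher, 4 lower), 24 with the estimated clusters as a batch term (5 higher, 19 lower) and 101 with ComBat-seq on those clusters and DESeq2. Chosen after seeing the data, DESeq2 gave 188 with the estimated clusters (42 higher, 146 lower) and 121 with surrogate variables (43 higher, 78 lower). Of the 504 genes, 454 had been removed by the filter. The causes of the other differences were not tested. Ggct, Hpf1 and Wnk2, picked after their values were seen, were differentially expressed by DESeq2 without batch correction, with the estimated clusters in edgeR, with surrogate variables in edgeR and after ComBat-seq alike.

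On simulated data for this comparison, with 200 changed genes, edgeR's test called 110 of them and 4 unchanged genes. Without the filter, 230 unchanged genes were called, with DESeq2 45, with ComBat-seq and DESeq2 74, with limma voom 8 and with the estimated clusters 3. Of the 200 changed genes, these fits called 129, 137, 136, 92 and 102 in the same order. Simulated genes varied independently between embryos, which the real genes do not, so these numbers do not rank the fits on the real data. For limma voom, 8 unchanged genes were called here, while random divisions of the real embryos reached 2267 genes.

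Random divisions of the same embryos show which of these numbers chance can give. At least 491 genes at an unadjusted p under 0.05 were found in 18 of 100 divisions, the real one included. As many genes as in the real groups were called in 2 of 30 divisions by DESeq2, 2 of 30 by ComBat-seq and DESeq2, 3 of 30 by DESeq2 with the estimated clusters and 5 of 60 by edgeR without the filter, so chance cannot be excluded for these. Without the filter, random divisions called 360 genes at the median and up to 737, which limits the adjusted p of single genes in that fit. The share was under 0.05 for edgeR with surrogate variables (1 of 60) and for DESeq2 with surrogate variables (1 of 30, with 15 to 74 genes in the others). It was also under 0.05 for edgeR with the estimated clusters (4 of 100) and for limma voom with quality weights (2 of 100). Random divisions still reached 2267 genes with limma voom and 584 with the estimated clusters. These shares are not adjusted over the fits, and 1 of 30 is the smallest that 30 divisions can give. The fits had different numbers of divisions, so the shares do not rank them. The divisions do not take the unnamed batches into account, so they do not exclude a batch effect.

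Control- and SER-generated embryos share the replicate numbers 1 to 15. The correlation of the deviations of same-numbered embryos from their group means ran from -0.368 to 0.494, with a median of 0.113 against 0.00258 over all pairs of a control- and a SER-generated embryo. As 8 of 15 pairs were over 0.1 and the others were not, they were taken to share only a number, although the higher median leaves some pairing possible. With the replicate block, 0 of the 8571 genes kept by the filter were differentially expressed and 311 had an unadjusted p under 0.05. With the length trend removed as well there were 0 and 242. In the fit of all genes with at least 1 count, the replicate block changed the call of 1 named gene, Piezo2, which the filter removes. Its adjusted p was 0.0181 with the block and 0.0377 with the length trend removed too.

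The 11 genes named in the paper's text and Figure 6B kept their direction in all 158 results under the alternatives set beforehand and in all 341 with an embryo left out. They passed the threshold in 16 of the 152 of these that have an adjusted p. Kdm2b had adjusted p of 0.0572 with the estimated clusters, 0.0409 after ComBat-seq and 0.00212 with limma voom. Nfatc2 passed with surrogate variables (0.0215), the estimated clusters (0.0894), ComBat-seq (0.0551) and the length trend removed (0.0979), Rad21 without the filter (0.0989), with the estimated clusters (0.0961) and with limma voom (0.0123), and Piezo2 with surrogate variables (0.0129), the estimated clusters (0.0392) and the block. Lcor and Stat2 passed with limma voom alone. Arid5b, Kat2b, Tfam, Zfp3 and Elp4 passed under none of these that gave them an adjusted p. Other alternatives gave the genes that passed an adjusted p of up to 1.00, or up to 0.274 for Piezo2. For the 6 genes with low counts, Kat2b, Nfatc2, Tfam, Zfp3, Piezo2 and Elp4, the stricter filter and limma voom give no value, and DESeq2 gives a log2 fold change but no adjusted p, so they were not tested against the threshold there. For Piezo2 the log2 fold change without a single embryo ran from 2.32 to 4.54, and its adjusted p fell below 0.1 without control replicate 14 (0.00438) and without SER replicates 1, 6, 9 or 15 (0.0995, 0.0898, 0.0897 and 0.0631). For Elp4 it ran from -1.65 without SER replicate 15 to -0.74.

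The ubiquitination set had p of 0.101 by camera, 0.159 with the correlation estimated, 0.280 by fry, 0.160 with surrogate variables (0.140 by fry), 0.335 with the length trend removed (0.617 by fry) and 0.207 by permutation of its mean per embryo. Of the 363 genes lower without the filter, 1 belonged to it, a share of 0.275% against 1.94% (Fisher's exact test, p = 0.0114, adjusted p = 0.0943). The nuclear-encoded mitochondrial set stayed lower in SER-generated embryos, at p = 0.0128 with surrogate variables and 0.0250 with the length trend removed. Its p was 0.0951 with the correlation estimated, 0.0933 by fry and 0.389 by permutation of its mean per embryo. The chromatin set stayed higher, with p of 0.149 with the correlation estimated, 0.210 by fry, 0.157 with surrogate variables, 0.0517 with the length trend removed and 0.138 by permutation of its mean per embryo. By Fisher's exact test its share was raised, before adjustment, among the genes higher with the estimated clusters (p = 0.00585) and, chosen after seeing the data, by DESeq2 with those clusters (p = 0.00252) or with surrogate variables (p = 0.00447), with adjusted p from 0.0605 to 0.0702. Of the genes lower by DESeq2 with the estimated clusters, chosen after seeing the data, 13 of 146 belonged to the mitochondrial set, a share of 8.90% against 2.52% (Fisher's exact test, adjusted p = 0.00379), the 1 of 48 such tests under 0.05 after adjustment. An estimated correlation, fry and permutation allow for genes that vary together between embryos, which the preset correlation leaves out. The cause of the change with surrogate variables and length was not tested. A camera p as small as in the real groups was found in 3 of 100 random divisions for the ubiquitination set, 4 of 100 for the mitochondrial set and 4 of 100 for the chromatin set, so a random division alone rarely gives these values, although none of the 3 sets passed fry or the permutation of its mean without covariates. For the mitochondrial set, fry gave p = 0.0333 with surrogate variables and 0.106 with the length trend removed, and camera with the correlation estimated 0.0723 and 0.154. For the chromatin set, fry gave 0.123 and 0.368, and camera with the correlation estimated 0.237 and 0.143.

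In Supplemental Table S2, the 2-cell stage had p = 0.0522 unpaired and 0.0469 with sign flips within same-numbered experiments, while late blastocysts stayed under 0.05 with both (0.00994 and 9.8e-04).

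The mean CPM of the 6 genes of Figure 6B kept direction and side of 0.05 with TMM-scaled library sizes. The spread between embryos did not differ between the groups in any of the 3 settings. Depth limits the genes with low counts most. The filter that removes them leaves 8571 of 17803 genes with at least 1 count, and 6 of the 11 named genes lie below it.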

Differences from the paper's values

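The paper's number of differentially expressed genes is 197, and edgeR's quasi-likelihood test on the deposited counts gave 0. The alternatives set before the data were examined gave 504 without the filter on low counts, 46 with DESeq2, 848 with limma voom and sample quality weights, 7 with surrogate variables, 24 with 3 estimated clusters as a batch term, 101 with ComBat-seq on these clusters and DESeq2, and 0 with all others, so none of them came within 1.5 times the paper's number. DESeq2 with the estimated clusters as a term, an alternative chosen after seeing the values, gave 188, which is within 1.5 times of it. The smallest of these clusters held only control replicate 4 and SER replicate 15. The near number therefore does not show that the authors' batches were recovered.

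Of the 11 genes that the paper names in its text and Fig. 6B as differentially expressed, none passed an adjusted p of 0.1 by edgeR's test. Settings set before the data were examined called Kdm2b (limma voom, estimated clusters, ComBat-seq), Lcor and Stat2 (limma voom), Nfatc2 (surrogate variables, estimated clusters, ComBat-seq, length trend removed), Rad21 (no filter, limma voom, estimated clusters) and Piezo2 (surrogate variables, estimated clusters, replicate block with and without the length trend removed). DESeq2 with the estimated clusters, chosen after seeing the values, called Kdm2b, Nfatc2, Stat2, Rad21, Piezo2 and Elp4, with adjusted p from 0.00200 for Piezo2 to 0.0879 for Elp4. DESeq2 with surrogate variables, also chosen after seeing the values, called Kdm2b, Nfatc2, Rad21 and Piezo2, with adjusted p from 3.1e-04 for Piezo2 to 0.0589 for Kdm2b. Arid5b, Kat2b, Tfam and Zfp3 were called under no setting that gave them an adjusted p. DESeq2 without batch correction gave none for Kat2b, Nfatc2, Tfam, Zfp3, Piezo2 and Elp4, and with the estimated clusters none for Zfp3.

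For 9 of the 12 highest CPM values in Fig. 6B, the value from the deposited counts differed by more than 1.5 times and by more than the SD of the group, and CPM on TMM-scaled library sizes, the alternative set before the data were examined, did so for the same 9. The figure's values were read by eye and are the paper's. The paper does not say whether they are from before or after ComBat-seq, so what these differences mean stays open. For Kdm2b in SER-generated embryos the highest value is about 270 in Fig. 6B, while the counts gave 155. For Piezo2 it is about 15 in control- and about 120 in SER-generated embryos in Fig. 6B, while the counts gave 54.7 and 53.3. For Arid5b it is about 180 in control- and about 430 in SER-generated embryos in Fig. 6B, while the counts gave 283 and 273. For Lcor in SER-generated embryos it is about 2400 in Fig. 6B, while the counts gave 1386. For Tfam in control-generated embryos it is about 54 in Fig. 6B, while the counts gave 30.2. For Elp4 it is about 55 in control- and about 15 in SER-generated embryos in Fig. 6B, while the counts gave 32.4 and 37.4.

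Of 105 gene names read in the heatmap of Fig. 6A, 104 had the direction shown there when all genes with at least 1 count were fitted with edgeR. The paper chose these genes on the same embryos, so the shared direction is not independent evidence. In that fit 8 of the genes shown as higher and 17 of those shown as lower passed an adjusted p of 0.1. Among them were Cpe (0.0641), Mm2pr (0.0641) and Aox2 (0.0927), which the filter on low counts removes. Others that passed in it, such as Ggct (0.0641) and Rad21 (0.0989), are kept by the filter. In edgeR's fit of the kept genes alone, no gene of the heatmap passed. Of the genes shown as higher and as lower, limma voom called 19 and 29, DESeq2 6 and 19, and ComBat-seq with DESeq2 4 and 27. EdgeR called 4 and 10 with the estimated clusters and 2 and 2 with surrogate variables. Chosen after seeing the data, DESeq2 called 17 and 37 with those clusters and 9 and 13 with surrogate variables. The exception in direction was Malat1, shown as higher in SER-generated embryos. Its log2 fold change was -1.60 in the fit of all genes with at least 1 count and -1.64 in the fit of the genes kept by the filter. It rests on control replicate 5, which had 4307 CPM of Malat1 against at most 298 in any other embryo, and without that embryo the latter was 0.41 (adjusted p = 0.977, edgeR's quasi-likelihood test). The direction was also that of the figure with DESeq2 (0.38), with the library size as a covariate (0.07), and with the replicate block (0.51) or the block and the length trend removed (0.43). It stayed the opposite with the other alternatives set beforehand, from -1.67 with DESeq2's size factors to -0.12 after ComBat-seq, and with DESeq2 and the estimated clusters (-0.44) or surrogate variables (-0.16), both chosen after seeing the values.

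In Supplemental Table S2, the paper's average for control-generated embryos at the 8-cell stage is 8.5 with an SEM of 9.1, the same as its entry for the 4-cell stage. The 11 experiments listed average 0.38 at the 8-cell stage, and the highest is 4.20, so the printed average cannot be their mean. The printed errors differ as well. Of the 14 SEMs that the table prints, 11 differ by more than 1.5 times from the SEM of the 11 experiments listed, among them those of control-generated embryos at the 2-cell stage (21.8 printed, 7.06 computed), as late blastocysts (12.4 and 7.12) and degraded (0.0 and 2.66).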

Other observations

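The tests on control replicates 4 and 5, on SER replicate 15 and on Y-linked counts were chosen after the results were seen, and the list of macrophage genes was written after SER replicate 13 had been seen to stand apart but before the genes on it were looked at.

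The paper describes histone marks as more alike between SER-generated embryos, and the same question was put to mRNA. The mean distance of an embryo from its group mean in log2 CPM over the 8571 tested genes was 1.07 ± 0.38 (SD, n = 15) in SER- and 1.09 ± 0.40 (SD, n = 16) in control-generated embryos (2-sided permutation test, p = 0.897). With counts thinned to the smallest library the p was 0.968 and over the 2000 genes with the highest mean count 0.895. Whether SER-generated embryos are more alike in mRNA cannot be told apart from no difference, given the spread of these distances within each group.

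Control replicate 4 and SER replicate 15 lay apart from the other embryos, with values on the leading principal component of 163 and 181 against -72.6 to 57.9 in the 29 others. Low depth is argued against for SER replicate 15 by its 2567720 counts, above the median of 1105795 of the others. Control replicate 4 had 662768 counts, below that median, and low depth alone is argued against there by the 4 embryos with fewer counts, whose values on the component ran from -0.663 to 37.9. A part of its position due to depth is not excluded, since the component fell with the library total within the control group (r = -0.556). Bias by transcript length is argued against as well, since the correlation across genes of their deviations with exon length was 0.127 and 0.0768, within the range of -0.234 to 0.147 of the others. Embryos that had not reached zygotic activation are a candidate explanation. Of 35 zygotic activation genes, 31 in control replicate 4 and 30 in SER replicate 15 lay below the median of the other embryos, and of 34 oocyte transcripts, 32 and 28 lay above it. This is a hypothesis from the same data. It was not tested apart from an arrested or unfertilized embryo, and with 1 such embryo in each group it points to no difference between control and SER.

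Control replicate 5 had transcripts typical of cumulus cells, which surround the oocyte at fertilization. The summed CPM of the cumulus list was 4129 against at most 778 in any other embryo. It was the highest of the 31 embryos for 8 of the 23 detected genes on the list (binomial test against 1 in 31, p = 3.7e-07), with 2071 CPM of Hsd3b1 and 1423 CPM of Cyp11a1 against at most 76.4 and 71.8 elsewhere. Of the list, 4 genes passed the filter on low counts, so the embryos hold those as well. Deeper sequencing is argued against by its total of 651462 counts, below the median of all embryos. A cumulus cell carried over with the embryo may explain it, but Has2, Ptx3, Ptgs2, Cyp19a1 and Col4a1 of the same list had no count, and a carried-over cell cannot be told apart from another source of these RNAs, since 8 of 23 is neither most of the list nor the share that chance gives. Over all embryos the summed CPM of the list did not differ between the groups (permutation test, p = 0.574).

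SER replicate 13 had 424 CPM of the 20 genes of the macrophage list, against at most 299 in any other embryo, and was the highest of the 31 embryos for 5 of them (binomial test, p = 3.6e-04), among them Cd68 with 98.3 CPM, Ctss with 69.6 CPM and Lyz2 with 53.5 CPM. The largest part of the sum was Lgals3 with 146 CPM, which reached 203 CPM in another embryo. Csf1r, Ptprc, Adgre1 and Cd74 had no count, and 1 gene of the list passed the filter on low counts in the embryos as a whole. Whether a macrophage was carried over with this embryo cannot be told apart from other sources at these counts.

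The summed CPM of Y-linked genes was 41.7 ± 60.3 (SD, n = 16) in control- and 16.3 ± 24.8 (SD, n = 15) in SER-generated embryos (permutation test, p = 0.126). At most 2 counts were found in 6 of 16 control- and 8 of 15 SER-generated embryos. A different sex ratio cannot be told apart from chance, since counts are few and none of the 9 genes passed the filter on low counts.

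Across the tested genes, which are not independent replicates, the log2 fold change rose with exon length (Spearman's rho 0.211 over 8548 genes), and after the trend was removed from each embryo it was -0.03. A rho as far from 0 was found in 13 of 100 random divisions of the embryos, so chance cannot be excluded, and the correlation per embryo did not differ between the groups (permutation test, p = 0.0925). Removing the trend changed the camera p of the mitochondrial set from 1.1e-05 to 0.0250.

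By camera with the preset correlation, ribosomal protein genes (82 tested, 74 with a lower estimate, p = 7.7e-10) and oocyte transcripts (34 tested, 22 with a lower estimate, p = 0.00398) were lower in SER-generated embryos. Neither held under fry (p = 0.291 and 0.282), and camera p as small were found in 36 and 40 of 100 random divisions, so chance cannot be excluded. Zygotic activation genes (35 tested, camera p = 0.196, mean log2 fold change -0.03 and median 0.06) and proteasome subunits (40 tested, camera p = 0.162, mean -0.03 and median 0.09) did not differ. Of the cumulus list 4 genes and of the sperm list 2 genes were tested, too few for a set test, and the summed CPM of the sperm list was 230 ± 87.7 in SER- and 215 ± 55.8 in control-generated embryos (permutation test, p = 0.569). The table holds none of the mitochondrially encoded genes.

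The leading principal component went with the ribosomal protein mean per embryo (Pearson's r = -0.929, Spearman's rho = -0.881, n = 31, permutation p = 1e-05 for both, the smallest that 100000 resamples can give, adjusted p = 1.7e-05 and 5.0e-05 over 5 relations). Without the 2 embryos farthest from the median, r was -0.839, and within the groups it was -0.905 in control- and -0.979 in SER-generated embryos. It also went with the mean of the zygotic activation genes (r = -0.821, rho = -0.548, adjusted p = 2.5e-05 and 0.00204), of the oocyte transcripts (r = 0.749, rho = 0.597, adjusted p = 1.7e-05 and 9.2e-04) and of the nuclear-encoded mitochondrial genes (r = -0.820, rho = -0.762, adjusted p = 1.7e-05 and 5.0e-05). Without the 2 farthest embryos, r was -0.485, 0.500 and -0.671, and within the groups it was -0.912, 0.619 and -0.773 in control- and -0.747, 0.873 and -0.957 in SER-generated embryos. Fewer zygotic activation and more oocyte transcripts are what less advanced activation would give, but ribosomal protein and mitochondrial genes moved along with them, so the component is not specific to it. Over all embryos it did not go with the library total (r = -0.0504, permutation p = 0.791, and rho = -0.202, p = 0.272), but the relation had opposite signs in the groups, with r of -0.556 in control- and 0.370 in SER-generated embryos. The groups did not differ on this component, so it describes a difference between embryos within both groups.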
